# Profiling of chicken adipose tissue gene expression by genome array

**DOI:** 10.1186/1471-2164-8-193

**Published:** 2007-06-27

**Authors:** Hong-Bao Wang, Hui Li, Qi-Gui Wang, Xin-Yu Zhang, Shou-Zhi Wang, Yu-Xiang Wang, Xiu-Ping Wang

## Abstract

**Background:**

Excessive accumulation of lipids in the adipose tissue is a major problem in the present-day broiler industry. However, few studies have analyzed the expression of adipose tissue genes that are involved in pathways and mechanisms leading to adiposity in chickens. Gene expression profiling of chicken adipose tissue could provide key information about the ontogenesis of fatness and clarify the molecular mechanisms underlying obesity. In this study, Chicken Genome Arrays were used to construct an adipose tissue gene expression profile of 7-week-old broilers, and to screen adipose tissue genes that are differentially expressed in lean and fat lines divergently selected over eight generations for high and low abdominal fat weight.

**Results:**

The gene expression profiles detected 13,234–16,858 probe sets in chicken adipose tissue at 7 weeks, and genes involved in lipid metabolism and immunity such as *fatty acid binding protein (FABP), thyroid hormone-responsive protein (Spot14), lipoprotein lipase(LPL), insulin-like growth factor binding protein 7(IGFBP7) *and *major histocompatibility complex (MHC)*, were highly expressed. In contrast, some genes related to lipogenesis, such as *leptin receptor, sterol regulatory element binding proteins1 (SREBP1), apolipoprotein B(ApoB) *and *insulin-like growth factor 2(IGF2)*, were not detected. Moreover, 230 genes that were differentially expressed between the two lines were screened out; these were mainly involved in lipid metabolism, signal transduction, energy metabolism, tumorigenesis and immunity. Subsequently, real-time RT-PCR was performed to validate fifteen differentially expressed genes screened out by the microarray approach and high consistency was observed between the two methods.

**Conclusion:**

Our results establish the groundwork for further studies of the basic genetic control of growth and development of chicken adipose tissue, and will be beneficial in clarifying the molecular mechanism of obesity in chickens.

## Background

The chicken is an important model organism that bridges the evolutionary gap between mammals and other vertebrates [1]. Research on chickens (*Gallus gallus*) has had a significant impact on fundamental biology. The domestic chicken also provides a major protein source from meat and eggs for most human populations throughout the world. Its economic importance has made it the focus of numerous research projects, including a recent effort to sequence the entire chicken genome [2].

During the past 80 years, selective breeding has made spectacular progress in both egg and meat production traits. The modern commercial broiler is the product of intensive selection for rapid growth and enhanced muscle mass over many generations. Associated with these successes there have been a number of undesirable traits, such as ascites and lameness, reduced fertility, and reduced resistance to infectious diseases [3]. Selection for rapid growth has been also accompanied by increased fat deposition in these animals [4,5]. Excessive fat is a major problem for the modern broiler industry, since it not only reduces carcass yield and feed efficiency, but also causes rejection of the meat by consumers [6] and difficulties in processing [7].

With the rapid development of molecular biotechnology, various studies have been performed to investigate the metabolic and genetic mechanisms involved in the regulation of fatness in chickens. Because *de novo *fatty acid synthesis in birds takes place mainly in the liver, most studies have been performed on hepatic tissue. There have been few analyses of the expression of adipose tissue genes involved in pathways and mechanisms leading to adiposity in chickens. In the present study, Chicken Genome Arrays were used to construct the gene expression profiles of 7-week-old broilers, and to screen genes that are differentially expressed in adipose tissue between lean and fat lines divergently selected over eight generations for high and low abdominal fat weight. Our study will be beneficial in clarifying the molecular mechanisms of obesity in chicken, and these data will contribute to related research on other species.

## Results

### Characterization of the two chicken lines

It is clear that the percentages of abdominal fat in the two lines have become very different after selecting for eight generations (Figure 1). In the eighth generation, the AFP is 2.95% in the fat chicken line and 1.55% in the lean line.

**Figure 1:**
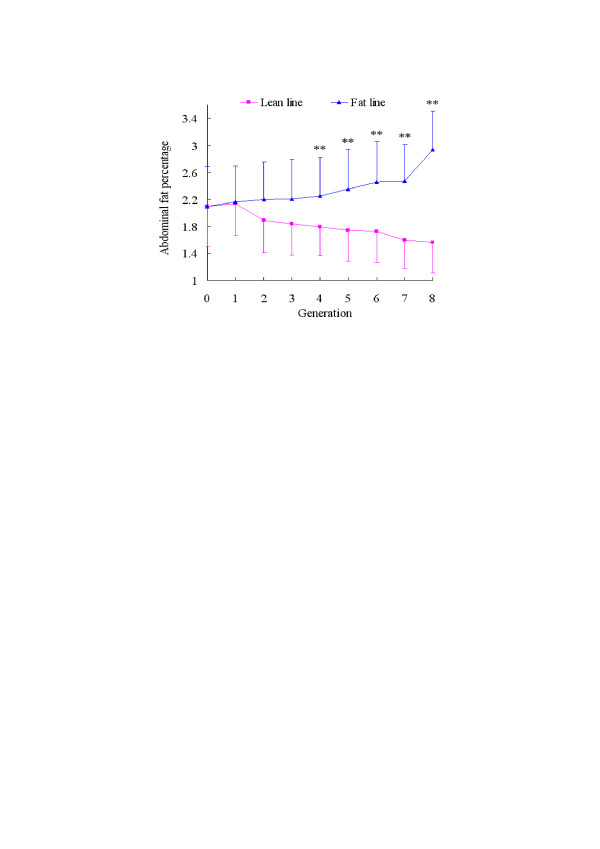
**The separation of AFP between fat and lean lines**. The lean and fat chicken lines derived from a commercial Arbor Acres (AA) grandsire line were created at the Northeast Agricultural University Animal Breeding Center in 1996. They have been selected for 8 generations up to 2004. The selection criteria were the proportion of abdominal fat and levels of very low density lipoproptein (VLDL) in males at 7 weeks of age. Significant differences in AFW and AFP between the two lines were apparent from the 4th generation. Selection was continued for 8 generations, with 15 sires and 4 hens per sire in each line for the G0 to G5 generations and 25 sires and 4 dams per sire in each line for generations G6 to G8. The number of fat line chickens from G1 to G8 was: 82, 88, 75, 81, 80, 78, 179, 165, respectively; and in lean line from G1 to G8: 124, 133, 127, 141, 139, 145, 258, 219, respectively. G represents generation. **p < 0.01, significant difference in AFP between the two lines.

The chickens used in this study differed significantly not in body weight but in abdominal fat weight and percentage of abdominal fat (Figure 2) and were chosen on that basis. AFP in the fat line was three times that in lean line (Table 1).

**Figure 2:**
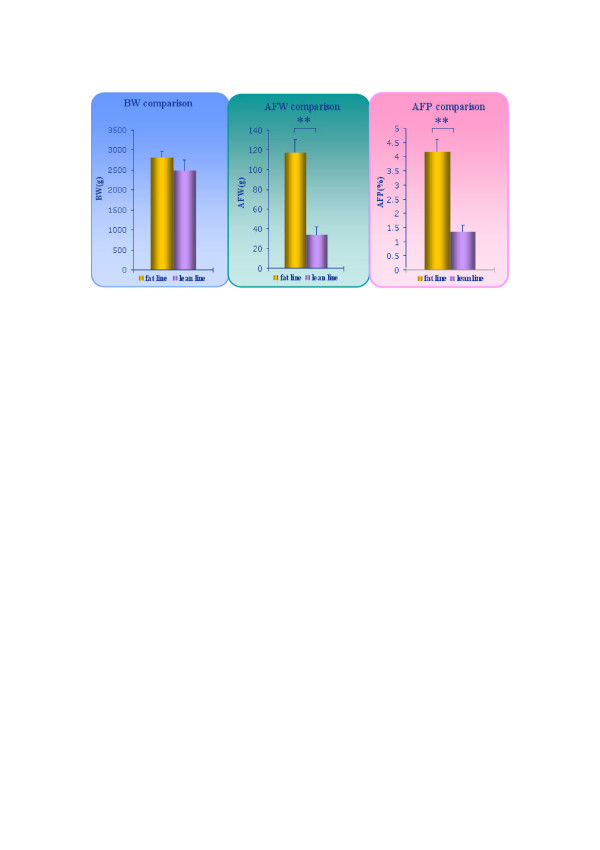
**Comparison of BW, AFW and AFP in chickens used in the study**. The birds were kept in similar environmental conditions and had access to feed and water *ad libitum*, and were fed with a commercial corn-soybean-based diet that met all NRC requirements for 7 weeks. BW was measured after 12 hours fasting, then the birds were slaughtered and the abdominal fat was isolated and weighed. The AFP was calculated as AFP (%) = AFW (g)/BW (g). BW, AFW and AFP data for the ten birds are shown in Table 1. BW is not significantly different between the two lines, but AFW and AFP differ significantly. Data are mean ± SD (n = 5). **p < 0.01, significant difference between fat line and lean line.

**Table 1:** BW, AFW and AFP of chickens used in the study

	Fat line					Lean line				
	7-3-3	7-3-8	7-3-15	7-3-16	7-3-24	7-1-1	7-1-2	7-1-4	7-1-11	7-1-17
BW(g)	2690	2615	2915	2940	2895	2655	2655	2080	2375	2685
AFW(g)	103.4	116.6	115.3	112.1	138.4	36.91	40.13	28.27	23.46	40.83
AFP (%)	3.84	4.46	3.96	3.81	4.78	1.39	1.51	1.36	0.99	1.52

### Adipose tissue gene expression profile

The pattern of adipose tissue gene expression of chickens at 7 weeks was analyzed by oligonucleotide microarrays. 

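Abdominal fat of 10 male Arbor Acres birds, 5 of the fat line and 5 of the lean line, was measured with 1 GeneChip Chicken Genome Array per bird. The labels number the arrays of each line from 1 to 5 and do not give the bird numbers of Table 1, so a bird is named here by its line and array number. The deposited values are MAS5 signals on a linear scale, which the authors had scaled to a trimmed mean of 500 per array, and they come without detection calls. Of 38535 probe sets, the 96 controls were left out, and 27168 of the 38439 tested carry a single gene symbol in the array's annotation, for 13009 genes. Signals were compared between the lines as log2 values with limma (two-sided, Benjamini-Hochberg adjusted p over all probe sets), and single genes also by an exact permutation test, whose smallest p for 5 birds against 5 is 0.0079. Gene groups were tested as 31 lists written before the data were examined, by camera with a preset correlation of 0.01 between genes. Some lists hold genes that the paper chose on these birds, such as FLT1, KDR and RET, and are not fully independent of that choice. Skeletal muscle, smooth muscle, liver and intestine genes were among these lists, since RNA of other tissues in an abdominal fat sample is measured with that of the fat cells. The arrays were placed in 4 wash runs, of which the largest held fat line 1 to 3 and lean line 5. These runs were inferred from the hybridization times in the deposited scan headers, with a gap of more than an hour starting a new run. The signal of a probe set depends on its hybridization as well as on the RNA, so an order of probe sets by signal is not an order of genes by RNA amount. The number of arrays limits the precision of every difference between the lines.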

Normalized data were used to analyze the total expressed genes. Depending on the individual bird, 13,234–16,858 probe sets were detected (bird 7-3-16 was excluded from subsequent analysis for the reason given below). 

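The median signal of a probe set lay between 185.8 and 234.2 in 9 of the birds and was 276.2 in fat line 4. In fat line 4, 26.5% of the probe sets had a signal under 100, against 28.9% to 34.6% in the other birds. The glyceraldehyde-3-phosphate dehydrogenase (GAPDH) control probe sets gave 3' to 5' signal ratios of 0.916 to 1.499, and those of beta-actin 1.54 to 3.09. In lean line 1, 2 and 4 and fat line 5, scanned on days 1 and 2 with 1 scanner, they were 1.358 to 1.499 and 2.281 to 3.093. The other birds, scanned on day 3 with another scanner, had 0.916 to 1.287 and 1.545 to 2.046. Day 3 held 4 fat line and 2 lean line birds, so the scan cannot be fully separated from the line. The wash log of lean line 4 records a stop. A-FABP (FABP4), the fatty acid binding protein of fat cells, had a signal of 44732 to 57201 in every bird.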

Subsequently, the distribution of expression levels of genes in adipose tissue was calculated by JMP4.0 (Figure 3). The genes were ordered according to their mean expression levels; those with expression levels in the highest or lowest 1% were considered highly expressed or the converse. 

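The mean signal of FABP4 over the 10 birds was 50076 ± 3643 (SD, n = 10), the highest of the 38439 probe sets. It was followed by ferritin heavy chain (FTH1), an iron storage protein, whose brightest probe set had 49189 ± 5201 (SD, n = 10). Of the collagens of the connective tissue, COL3A1 had 42954 ± 3664 (SD, n = 10) and COL1A1 32793 ± 7325 (SD, n = 10). Among the 20 brightest probe sets with a symbol were also those of SEC61B, cystatin C (CST3), the elongation factor EEF1A1, SPARC and the ribosomal proteins RPS20, RPL38, RPL35, RPL19 and RPL9. The highest 1% held 385 probe sets, 336 of them with a symbol, and 75 of these were for 58 ribosomal protein genes. It began at a mean signal of 9750, and the lowest 1% lay under 13.5. The order covers all probe sets, since probe sets called present could not be picked out without detection calls.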

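Vimentin (VIM), an intermediate filament protein of mesenchymal cells, had a mean signal of 38188 ± 2656 (SD, n = 10), and glutathione peroxidase 4 (GPX4), which reduces lipid peroxides, had 23761 ± 2635 (SD, n = 10). Both belong to 17 probe sets that the paper lists as highly expressed, and all 17 lay in the highest 1%. Those printed as BMP7, hsp25 and T-cell leukemia, homeobox 3 are annotated to other genes, HSP90AA1, HSPB9 and the ribosomal protein RPL17. Insulin-like growth factor 1 (IGF1) had a mean signal of 36.1 ± 33.4 (SD, n = 10), at percentile 8.6. Hexokinase 2 (HK2), which phosphorylates glucose, had 434.7 ± 155.1 (SD, n = 10), and proinsulin (INS) 339.7 ± 99.3 (SD, n = 10). For liver basic FABP (LBFABP) the mean signal was 83.2 ± 42.8 (SD, n = 5) in the fat line and 1295 ± 2024 (SD, n = 5) in the lean line, where lean line 1 alone had 4864.5 and the mean of the others was 402.4 ± 393.8 (SD, n = 4). Of the 17 entries that the paper lists with a low level, which include these 4 genes, 10 had a mean signal under the 50th percentile of all probe sets and 0 were in the lowest 1%.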

Some of the genes with especially high or low expression levels are named in Tables 2 and 3.

**Figure 3:**
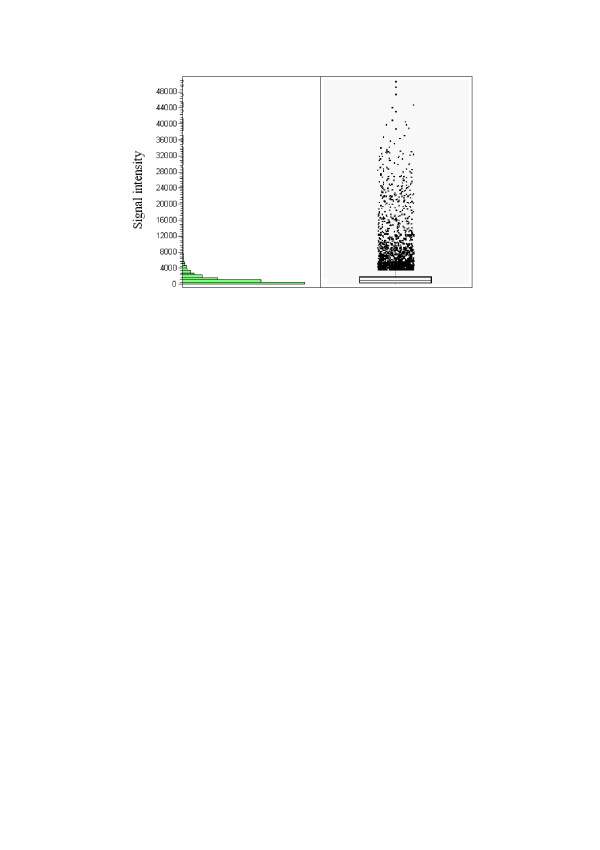
**The distribution of genes expressed in adipose tissue calculated by JMP**. Raw data sets were normalized to total fluorescence, which represents the total amount of cRNA hybridized to a microarray using the software Affymetrix Microarray Suite 4.0. Data sets were excluded if the absolute call (Abs Call) was A (absent) or M (Marginal) according to the detection *p*-value in all arrays. Only expressed transcripts (the Abs Call was P, present) were used in the analysis. The y-axis is the signal intensity after normalization, which represents the relative expression level of genes. The signal intensity of most genes was under 10,000, that most genes are poorly expressed in chicken adipose tissue at 7 weeks.

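Of the 38439 probe sets, 99.0% had a mean signal under 10000, and 368 were at or over it. The median of the mean signals was 214.6, with 85.3% under 1000 and 27.8% under 100. In single birds, 98.8% to 99.2% of the probe sets were under 10000. The signal of adrenomedullin (ADM), a vasodilator peptide, lay just under this limit at 9737 ± 1759 (SD, n = 10), and that of superoxide dismutase 2 (SOD2) just over it at 11484 ± 1371 (SD, n = 10). The shares cover every probe set, present or absent, whereas the paper states this of the transcripts called present.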

**Table 2:** Some highly expressed genes in chicken adipose tissue at 7 weeks

	The signal intensity analyzed by scanner									
Genes	Fat line					Lean line				
	
	7-3-3	7-3-8	7-3-15	7-3-16	7-3-24	7-1-1	7-1-2	7-1-4	7-1-11	7-1-17
A-FABP	44732	47715	46157	57201	52558	52286	49813	51861	50529	47910
spot 14	33917	30120	28795	35261	36359	19983	25819	24245	31674	31015
LPL	27133	24469	29421	25855	30799	18393	20950	23462	25275	23246
IGFBP-7	20471	22532	21163	27799	24675	24113	25764	29104	26375	28610
BMP7	29042	30313	25289	25124	22610	15932	24165	13953	26518	33345
hsp70	33480	32478	30641	21373	23217	19213	21624	16512	21503	30312
PCHK23	21402	19941	19423	30817	30956	29866	25764	24882	22561	25995
hsp25	32908	19470	23662	21037	25644	19327	7967	22002	19564	27742
glutathione peroxidase 4	22459	21447	24945	23085	24229	18705	23685	27400	27560	24096
stem cell antigen 2	32224	31256	22169	24894	26446	21403	27675	24483	26370	26105
CD74 gene	45284	38191	36116	38875	37099	43381	38466	32027	40065	39493
Vimentin	38624	36822	37965	33403	35772	36159	40251	41728	40184	40972
ubiquitin C	42501	37306	45125	39121	35707	35202	40535	42767	43055	41982
Thymosin beta 4	35340	33804	38768	34644	30105	42836	37625	34939	36087	37120
MCH II antigen B-L Beta	32147	29581	28406	34359	28741	38580	30089	29337	28674	31680
T-cell leukemia, homeobox 3	26240	29169	34325	24093	24060	36533	29476	28294	28493	31986
platelet/endothelial cell adhesion molecule	21515	16459	10731	12262	13868	16684	18476	17751	14270	17975

**Table 3:** Some poorly expressed genes in chicken adipose tissue at 7 weeks

	The signal intensity analyzed by scanner									
Genes	Fat line					Lean line				
	
	7-3-3	7-3-8	7-3-15	7-3-16	7-3-24	7-1-1	7-1-2	7-1-4	7-1-11	7-1-17
IGF-I	5.7	11.3	91	7	5.8	52	27.6	22.7	46.6	91.6
UCP	43.3	87.1	104.2	130	119.4	122.2	818.2	289.2	159.6	150.6
APOVLDLII	140.1	103	75.8	107.3	156.2	298.3	72.5	22.6	143.8	98.4
L-FABP	57.7	70.6	126.9	32.6	128.3	623.8	844.5	88.8	52.4	4865
TGFa	115.1	216.8	79.8	51	94.3	186.6	37.7	49.7	166.1	95.8
TGFβR	82.3	151.7	83.3	153.6	146	279.6	166.3	221.9	140.6	191.4
PEPCK-M	503.8	206.3	326	38.1	117.3	404.2	154.2	150.5	140	198.6
BMP2	236	355.4	262.7	317.2	430.9	209.3	399.6	228.6	337	208.6
acetyl-coenzyme A carboxylase alpha	232.5	181.8	319.5	396.4	172.9	181.7	160.8	207.1	144.9	111.8
type I TGF β receptor	82.3	146	153.6	83.3	151.7	191.4	140.6	221.9	279.6	166.3
cAMP response element- binding protein	96.9	115.5	132.3	75	146.5	171.6	91	82.7	196.4	132.6
hexokinase 2 (HK2)	270.3	458.9	526.4	779.8	287.3	523	471.5	337.2	294.7	398.3
Proinsulin	263	269.5	361	540.1	293	336	311	411.1	422.6	190.2
GDF-9	198.1	197.8	216.7	413	190.7	246.8	151.7	110.6	262.9	147.2
BMP5	216.3	382.1	179.5	241.8	257.8	132.2	282.2	264.5	173	288.6
mitogen-activated protein kinase phosphatase 2	231.5	288.2	247.1	238.6	280.5	239.6	136.8	415.3	300.7	205.1
(MKP-2) riboflavin-binding protein	239.7	17.6	179	75.8	242.5	139.8	424.4	60.8	129.9	291.4

We also believe that genes described as "not expressed" can provide useful information about the function of adipose tissue and lipid metabolism in chicken. Table 4 shows some of these genes, selected using the software Affymetrix Microarray Suite 4.0. 

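Nucleolin (NCL) had a mean signal of 52.8 (6.1 to 160.2 over the 10 birds) with the probe set of Table 4, and 4710 with the brightest of its 3 probe sets. For C/EBP gamma (CEBPG), a transcription factor, the corresponding signals were 210.9 (45.5 to 461.7) and 2888, and for the epidermal growth factor receptor (EGFR) they were 148.2 (28.6 to 211.0) and 929.9. Myostatin (MSTN, printed as growth differentiation factor 8), a brake on muscle growth with a single probe set, had 25.5 (8.1 to 45.6). Growth hormone (GH) had 123.9 (59.1 to 214.8). Over the 39 probe sets of the table, 33 had a mean signal under the 50th percentile of all probe sets, and 20 did when each gene was taken by its brightest probe set, an alternative chosen after the data were seen. The brightest of the table was the probe set printed as neurotrophic tyrosine kinase receptor type 1, with a signal of 617.1 (410.3 to 799.2). Also over the 50th percentile were that printed as bone morphogenetic protein 1 (304.4) and those of MGAT4C (433.7), GAS2, GPR50 and PLA2G1B.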

Many genes allegedly involved in lipid metabolism and obesity were not expressed in adipose tissue in the 7-week-old chickens.

**Table 4:** Some "not expressed" genes in adipose tissue of 7-week-old chickens

Probe set ID	Genes	mismatching probes pairs/the total probes pairs^a^
Gga.10702.1.A1_at	insulin-like growth factor 2	10/10
Gga.11305.1.S1_s_at	thyroid hormone receptor associated protein 2	10/10
Gga.11817.1.S1_s_at	apolipoprotein B	10/10
Gga.12348.2.S1_a_at	glycosyltransferase	10/10
Gga.13.1.S1_s_at	leptin receptor	10/10
Gga.4123.1.S1_at	lipoprotein (APOVLDLII)	10/10
Gga.1731.1.S1_at	pyruvate carboxylase	10/10
Gga.742.1.S1_at	somatostatin-14	10/10
Gga.1267.1.S1_a_at	growth hormone 1	10/10
Gga.560.1.S1_at	growth differentiation factor 8	10/10
Gga.5646.2.S1_at	diacylglycerol kinase, zeta 104 kDa	10/10
GgaAffx.21833.1.S1_s_at	cholecystokinin receptor	10/10
GgaAffx.21834.1.S1_s_at	cholecystokinin	10/10
GgaAffx.21846.1.S1_s_at	transforming growth factor alpha	10/10
GgaAffx.2229.1.S1_at	polyamine oxidase (exo-N4-amino)	10/10
Gga.579.1.S1_at	neurotrophic tyrosine kinase, receptor, type 1	10/10
Gga.609.1.S1_at	thyroid hormone receptor beta 2	10/10
Gga.151.1.S1_at	sterol regulatory element binding transcription factor 1	10/10
Gga.686.1.S1_at	bone morphogenetic protein 4	10/10
Gga.689.1.S1_at	low density lipoprotein-related protein 1	10/10
Gga.15741.1.S1_at	growth arrest-specific 2	10/10
Gga.16782.1.S1_at	phosphoinositide-3-kinase, catalytic	10/10
Gga.761.1.S1_at	Mel-1c melatonin receptor	10/10
Gga.762.1.S1_at	melatonin receptor 1	10/10
Gga.784.1.S1_at	protein-tyrosine phosphatase CRYPalpha	10/10
Gga.793.1.S1_s_at	acetylcholinesterase	10/10
Gga.811.1.S1_at	growth differentiation factor 2	10/10
Gga.17381.1.S1_at	phospholipase C-like 3	10/10
Gga.857.1.S1_at	epidermal growth factor receptor	10/10
Gga.6214.1.S1_a_at	phospholipase A2, group IB (pancreas)	10/10
Gga.3663.2.S1_at	nucleolin	10/10
Gga.3707.2.A1_at	CCAAT/enhancer binding protein (C/EBP), gamma	10/10
GgaAffx.2229.1.S1_at	polyamine oxidase (exo-N4-amino)	10/10
GgaAffx.3695.1.S1_s_at	myelin transcription factor 1	10/10
GgaAffx.3803.6.S1_at	plexin A1	10/10
Gga.2645.1.S1_at	transforming growth factor, beta receptor II	10/10
Gga.2694.1.S1_at	lymphoid enhancer-binding factor 1	10/10
Gga.271.1.A1_at	bone morphogenetic protein 1	10/10
Gga.2933.1.S1_at	N-acetylglucosaminyltransferase VI	10/10
GgaAffx.20398.1.S1_s_at	phospholipase C-like 3	10/10

a: mismatching probes pairs in the total probes (10 pairs) that represent certain genes.

### Analysis of consistency within the fat and lean lines

Although there is little difference among individuals in the AFW and AFP within each line, individuals in each line may differ in hereditary molecular characters. By comparing the consistency within each line, the selective effect can be evaluated properly, and chickens that deviate too much from the norm can be excluded from subsequent screening of differentially expressed genes. This makes the analysis of differentially expressed genes more reliable and credible. The cluster analysis results showed that the fat line individuals, except chicken 7-3-16, were more consistent that the lean line ones. 

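Stearoyl-CoA desaturase (SCD), which makes monounsaturated fatty acids, was 5242 ± 1521 (SD, n = 5) in the fat line and 3496 ± 2879 (SD, n = 5) in the lean line. Skeletal muscle alpha-actin (ACTA1) was 3711 ± 6951 (SD, n = 5) in the fat line and 15960 ± 16880 (SD, n = 5) in the lean line. Over all probe sets, the mean correlation (Pearson r of log2 signals, across genes, which are not independent) between birds of a line was 87.1% ± 4.38 (SD) in the fat line and 87.6% ± 1.17 (SD) in the lean line. The difference in r, -0.0050, did not pass a two-sided exact permutation test (p = 1.0). Without fat line 4 the fat line had 90.4% and the lean line 87.6%, a difference of 0.0281; this is no test of consistency, since leaving out the bird of lowest r raises the mean of its line by construction, while the lean line kept its own lowest bird. Of the 4 fat line birds left, 3 (fat line 1 to 3) shared a wash run with lean line 5. The mean r was 0.907 within that run and 0.869 from it to the other birds. The 0.869 still includes fat line 4, whose r with the birds of that run was 0.814 to 0.824, which lowers it. The mean r of lean line 5 was 0.901 with the fat line birds of its run and 0.879 with the other lean line birds. The sign also changed, with no call, with the 19219 probe sets (0.0006) or the 12813 probe sets (0.0112) of highest mean log2 signal, with 50 added to each signal (0.0011), and with linear signals (0.0171). Within scan days the 2 lines were not compared, since the single day with several birds of both lines held 2 of the lean line.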

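Fat line 4 was the bird farthest from its line. Its mean r was 82.1% with the other 4 birds of its line and 0.818 with the 5 birds of the lean line, and it was 0.807 to 0.828 with each of the 9 other birds. Between those 9 birds r was 0.859 to 0.921. The array of bird 7-3-16 could not be identified, since the signals printed under that number in Tables 2 and 3 are those of 4 different arrays. Those of fat line 4 stand there in 9 of the 17 entries of Table 2 and 10 of the 17 of Table 3, more than those of any other array. In the lean line the lowest mean r was 86.7%, that of lean line 3. Lean line 3 also had the highest signals of cell cycle genes in its line.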

Chicken 7-3-16 deviated too much from the other fat line chickens (R<0.6) so it was excluded from the screening of differentially expressed genes. The hierarchical clustering results are shown in Figure 4.

**Figure 4:**
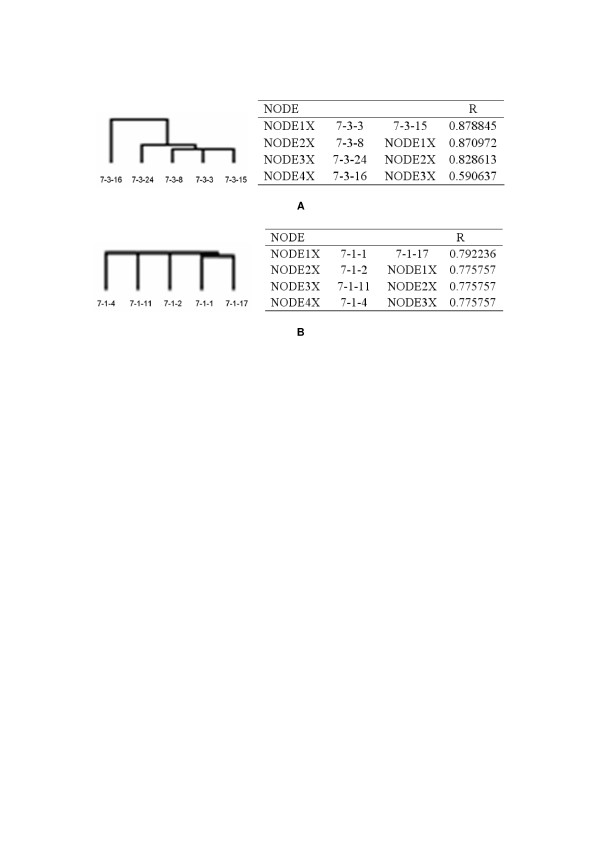
**The hierarchical clustering results of five fat line and five lean line chickens**. A: hierarchical clustering results for five fat line chickens. B: hierarchical clustering result for five lean line chickens. The data used for clustering were normalized data that excluded the "not expressed" genes. R represents the coefficient of correlation among individuals. The fat chicken line shared about 87% consistency, while the lean chicken line shared about 77% consistency. Sample 7-3-16 shared only 59% consistency with the other fat line chickens, so it was excluded from the subsequent screening of differentially expressed genes.

### Identification of differentially expressed genes

In order to identify the differentially expressed genes, Significance Analysis of Microarrays (SAM) was performed on normalized data as described by Tusher et al. [8]. To avoid the low-variance problem in t-tests, SAM uses a statistical method similar to the t-test and estimates the false discovery rate by permutation of repeated measurements [8]. Subsequently, a two-class SAM analysis was performed on the log transformed data matrix (see Materials and Methods). A cutoff value, delta, depending on an arbitrary false positive rate, was chosen to identify genes that were significantly differentially expressed. For this analysis, a delta value of 0.8 was used (Figure 5). This led to the identification of a total of 230 differentially expressed genes: 153 were up-regulated and 77 were down-regulated in fat chickens compared to lean chickens (Figure 6). 

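T-cadherin (CDH13), a receptor of adiponectin, had the smallest p of all probe sets, with a signal of 12440 ± 1540 (SD, n = 5) in the fat line and 6801 ± 650 (SD, n = 5) in the lean line, a log2 fold of 0.87 (SE 0.13, limma adjusted p = 0.211). Among the 10 named probe sets with the smallest p that were higher in the fat line were also MMGT1 (log2 fold 1.10), SERHL, FAM89A, ITIH5, DYNLRB2, DOCK4 and B3GNT5, and soluble epoxide hydrolase (EPHX2), with a log2 fold of 1.32 (SE 0.26). Lecithin-cholesterol acyltransferase (LCAT), which esterifies cholesterol in lipoproteins, was lower, at 79.9 ± 57.7 (SD, n = 5) against 474.6 ± 204.1 (SD, n = 5), a log2 fold of -2.78 (SE 0.50, limma adjusted p = 0.216). So were the alpha-2A adrenergic receptor (ADRA2A), at 449 ± 175 (SD, n = 5) against 1203 ± 306 (SD, n = 5), and matrix Gla protein (MGP), an inhibitor of calcification, at 14840 ± 3962 (SD, n = 5) against 27420 ± 4345 (SD, n = 5). The remaining lower probe sets were those of CRISPLD2, SEMA5A, GLIPR2, PNAT10, EPHX3, SGK3 and POPDC3. In each of these probe sets except that of EPHX3 no fat line bird overlapped with a lean line bird, as in 535 probe sets in all, against 305 (0.79%) by chance. The DOCK4 probe set of Table 5 did overlap (log2 fold 0.745, SE 0.413). None of the named probe sets passed, as limma called 0 probe sets over the array. An unadjusted p under 0.05 was seen in 2835. Of these, 45.9% were higher in the fat line, against 56.5% after quantile normalization and 62.0% after scaling the arrays to the same median. SAM at the paper's delta called 2 probe sets, both lower in the fat line. They were those of POPDC3, a membrane protein of muscle (26.7 ± 13.2 against 160.5 ± 50.8, SD, n = 5 each), and of 1 transcript without a symbol. With the 19219 and 12813 probe sets of highest mean log2 signal SAM called 5 and 29, all of them higher in the fat line. Without fat line 4, limma called 2 probe sets, EPHX3 (adjusted p = 0.00638) among them, and 4341 had an unadjusted p under 0.05, 36.3% of them higher. SAM then called 131, of which 130 were lower, with 26 of the 131 estimated to be false. This excess of lower probe sets was not seen after quantile normalization without fat line 4, a setting added after the data were seen. There SAM called 6, with 2 higher and 4 lower, and 3424 had an unadjusted p under 0.05, 56.9% of them higher. Without lean line 5, limma called 2, among them MMGT1 (adjusted p = 0.0244), and without fat line 2 it called the sphingosine-1-phosphate receptor S1PR1 (adjusted p = 0.0245). SAM called 0 without lean line 1, lean line 2 or fat line 1, 1 without fat line 2, 5 without fat line 3, 6 without lean line 4, 10 without lean line 5 and 12 without fat line 5. With scan day as a block limma called 0 (2379 at an unadjusted p under 0.05), with wash run as a block 0 (2929), and on scan day 3 alone, with 4 fat line and 2 lean line birds, 0 (2080). The paper applied SAM to transcripts called present and without bird 7-3-16, and identifies the genes past its threshold as differentially expressed. The q-values printed in its Table 5 are 0.27 to 0.329, a looser level than the adjusted p of 0.05 used here. At a limma adjusted p under 0.3 there were 69 probe sets with all arrays.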

Highly differentially expressed genes were further selected by the fold change (fat/lean). These differentially expressed genes were mainly involved in lipid metabolism, energy metabolism, signal transduction, immunity and tumorigenesis. 

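Genes of fatty acid synthesis were higher in the fat line, 14 of 16 of them, with a median log2 fold of 0.19 (camera, adjusted p = 0.0032 over 31 lists, and 0.594 with an estimated correlation). Acetyl-CoA carboxylase alpha (ACACA), which makes malonyl-CoA, the first step of fatty acid synthesis, had a log2 fold of 0.61 (SE 0.37, limma adjusted p = 0.770), and its isoform ACACB 0.48 (SE 0.28). Of 32 cell cycle genes, 30 were lower in the fat line, with a median of -0.44 (adjusted p = 0.00041, and 0.662 with an estimated correlation), BUB1B, CCNB1 and PLK1 among them. Of 29 skeletal muscle genes, 28 were lower, with a median of -1.08 (adjusted p = 2.7e-05), and of 13 genes of smooth muscle and pericytes 11 were lower, with a median of -0.95 (adjusted p = 0.000206), each with an adjusted p = 0.594 with an estimated correlation. Desmin (DES), in both lists, was 226 ± 164 (SD, n = 5) in the fat line and 1163 ± 710 (SD, n = 5) in the lean line, and smooth muscle gamma-actin (ACTG2) 434.7 ± 98.7 (SD, n = 5) against 2904 ± 2501 (SD, n = 5). Of 34 liver genes, 27 were lower, with a median of -0.98 (adjusted p = 0.000206, and 0.594 with an estimated correlation), and fetuin (AHSG), a plasma protein made by the liver, was 23.6 ± 14.7 (SD, n = 5) against 678.7 ± 878 (SD, n = 5). Of 27 intestine genes, 22 were lower, with a median of -0.43 (adjusted p = 0.0107, and 0.594 with an estimated correlation), among them the peptide transporter SLC15A1 and FABP1, which is also in the liver list. Over all probe sets no gene of the 6 lists passed limma's test; adjusted over the list alone, 4 genes of smooth muscle and DES in the skeletal muscle list were lower, and 0 genes of the other 4 lists passed. None of the 6 calls held with an estimated correlation or by fry (adjusted p = 0.485). Single birds stood apart in these lists, with mean deviations of skeletal muscle genes of 2.96 in lean line 5, 2.22 in lean line 3 and 1.52 in fat line 2, and of -0.43 or lower in each of the other birds. Liver genes were highest in lean line 1 (1.99) and lean line 5 (1.30), smooth muscle genes in lean line 4 (1.56) and lean line 1 (0.91), and intestine genes in lean line 1 (1.45). By an exact permutation test of the mean deviations between the lines, p was 0.143 for fatty acid synthesis, 0.167 for cell cycle, 0.190 for skeletal muscle, 0.0714 for liver, 0.0476 for smooth muscle and 0.103 for intestine genes. Without lean line 3, the bird with the highest cell cycle signals, cell cycle genes (adjusted p = 0.233) and fatty acid synthesis genes (0.0668) were not called. Intestine genes were not called without lean line 1 (0.152) or fat line 1 (0.0714), with scan day (0.223) or wash run (0.573) as a block, or on scan day 3 alone (0.551). With the 19219 probe sets of highest signal, neither intestine genes (0.333) nor liver genes (0.0961) were called.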

Table 5 is a summary of the most representative of these genes.

**Figure 5:**
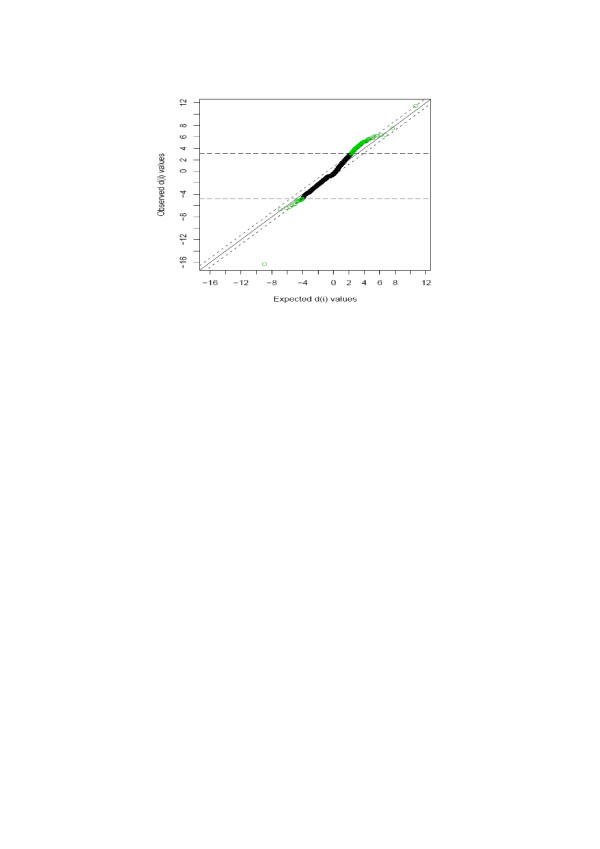
**SAM Plot for Delta = 0.8**. Differentially expressed genes were identified from normalized data using the Significance Analysis of Microarrays (SAM) algorithm implemented in a TIGR MultiExperiment Viewer. A cutoff value delta, depending on an arbitrary false positive rate, was chosen to identify significantly differentially expressed genes. For this analysis, a delta value of 0.8 was used, giving a reasonable cutoff of 3.13 and 4.73 in d-scores.

**Figure 6:**
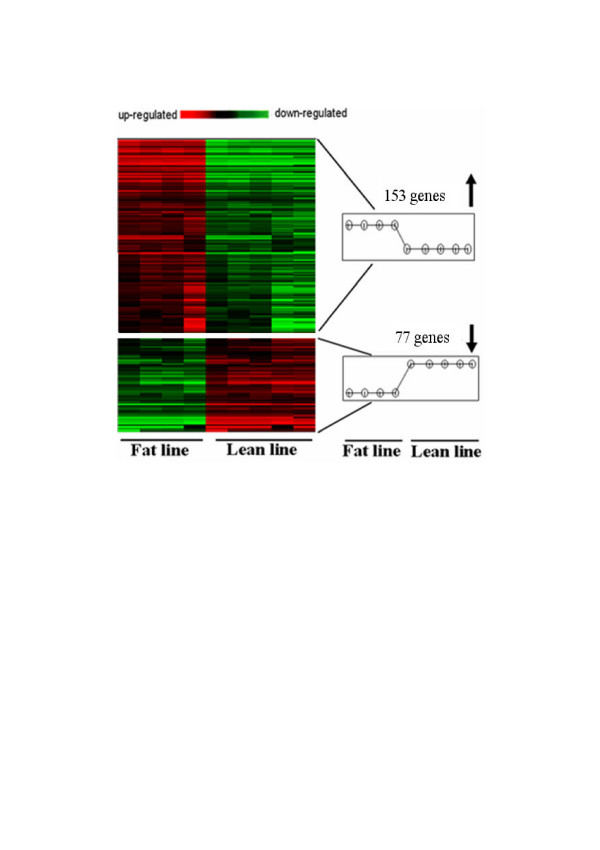
**Cluster image of 230 significant differentially expressed genes**. A total of 230 differentially expressed genes were identified by SAM algorithm: 153 were up-regulated and 77 were down-regulated in fat chickens compared to lean chickens. Colored bars indicate relative expression levels. Genes that are expressed at higher levels are assigned progressively brighter shades of red, while genes expressed at low levels are assigned shades of green.

**Table 5:** Differentially expressed genes by microarray analysis

Probe set ID	Fold Change (fat/lean)	T-test P-value	SAM q-value	Chr. Location	GenBank ID	Gene name
**Lipid Metabolism**						
GgaAffx.24836.1.S1_at	2.5	0.001	0.27	chr1: 100587339–100699482	XM_416725	propionyl-Coenzyme A-carboxylase
GgaAffx.22084.1.S1_at	1.8	0	0.27	chr11: 59355–69450	No record	lysophospholipase 3
Gga.150.1.S1_at	4.2	0.003	0.279	chr1: 167849591–167950628	NM_204252	fms-related tyrosine kinase 1 (vascular endothelial growth factor/vascular permeability factor receptor)
GgaAffx.8095.1.S1_at	1.6	0.006	0.324	chr1: 52216531–52245657	XM_416329	N-acetylglucosamine-1-phosphate transferase, alpha and beta subunits
Gga.879.1.S1_at	-6.7	0.001	0.27	chr11: 16001674–16006281	NM_205526	N-acetyltransferase
Gga.19791.1.S1_s_at	1.9	0.003	0.279	chr2: 128797196–128808892	XM_418378	low density lipoprotein-related protein 12
GgaAffx.9942.1.S1_at	2.2	0.001	0.27	chr4: 81245396–81273837	XM_420814	acyl-CoA oxidase
GgaAffx.20938.1.S1_at	1.3	0.007	0.329	chr5: 15830450–15831289	NM_001031187	pyruvate dehydrogenase complex, component X similar to glycerol-3-phosphate dehydrogenase 2;
GgaAffx.23939.1.S1_s_at	7.5	0.005	0.301	chr7: 36699654–36750512	XM_422168	glycerol phosphate dehydrogenase 1, mitochondrial; FAD-linked glycerol-3-phosphate dehydrogenase
Gga.17037.1.S1_s_at	1.6	0.005	0.308	chrZ: 15403025–15434404	NM_001031422	phosphatidylinositol-4-phosphate 5-kinase, type I, beta
GgaAffx.5721.1.S1_at	2.1	0.001	0.27	chr3: 9206064–9214413	NM_001031039	lysocardiolipin acyltransferase
**Energy Metabolism**						
Gga.11825.1.S1_at	3.2	0.003	0.274	chr1: 109208120–109232230	XM_416788	glycerol kinase
Gga.9828.1.S1_a_at	-3.2	0	0.27	chr1: 79394222–79396236	XM_416612	thioredoxin-like 4B
GgaAffx.4389.1.S1_at	-1.6	0.004	0.284	chr10: 17276047–17283495	XM_425083	5-oxoprolyl-peptidase
GgaAffx.2243.2.S1_at	2.3	0.002	0.27	chr26: 3685185–3702282	XM_418055	ATPase, Ca++ transporting, plasma membrane 4
Gga.19534.1.S1_at	8.3	0.002	0.27	chr9: 21559961–21563214	">XM_422814">	beta 1,3-galactosyltransferase, polypeptide 3
**Tumorigenesis**						
Gga.6519.1.S1_s_at	-2.2	0.005	0.303	chr1: 21687403–21784133	XM_416014	suppression of tumorigenicity 7
Gga.15871.1.S1_at	-1.6	0.006	0.323	chr19: 8852117–8853712	CR387378	Tumor necrosis factor, alpha-induced protein 1
Gga.12058.1.S1_at	2.1	0.003	0.279	chr2: 135144222–135145306	XM_418407	similar to cylindromatosis (turban tumor syndrome); cylindromatosis 1, turban tumor syndrome
GgaAffx.22987.1.S1_at	-1.6	0.002	0.27	chr5: 26523325–26529591	XM_421205	thrombospondin 1
Gga.654.1.S2_at	1.8	0.001	0.27	chr6: 4237546–4314610	NM_205190	ret proto-oncogene
**Signal Transduction**						
GgaAffx.3663.1.S1_at	-5.3	0.003	0.278	chr14: 8517712–8520620	XM_414857	similar to CASK interacting protein 1
Gga.12193.1.S1_a_at	9.0	0.007	0.324	chr2: 47562155–47581032	XM_418851	G-substrate
Gga.9510.1.S1_at	1.9	0.007	0.329	chr22:537865–569787	NM_001030886	protein phosphatase 2 (formerly 2A), regulatory subunit B (PR 52), alpha isoform
Gga.1761.2.S1_at	13.8	0.002	0.27	chr3:107742849–107744353	XM_420066	similar to G-protein coupled receptor 116
GgaAffx.4775.1.S1_s_at	4.0	0.002	0.27	chr4:11707299–11760821	XM_420292	similar to receptor tyrosine kinase flk-1/VEGFR-2
Gga.807.1.S1_at	1.9	0.007	0.324	chr4:65686004–65686340	NM_001004368	kinase insert domain receptor (a type III receptor tyrosine kinase) (KDR)
Gga.12481.1.S1_s_at	1.9	0.007	0.327	chr7:27843665–27860405	NM_001012920	protein tyrosine phosphatase-like (proline instead of catalytic arginine), member b
Gga.6653.1.S1_at	-1.7	0.004	0.281	chr11:17426083–17429654	NM_001030576	hepatic nuclear factor 4beta similar to suppressor of cytokine signaling 7; SH2
GgaAffx.8729.1.S1_s_at	-10.0	0	0.27	chrUn:137141542–137146475	XM_423895	domain containing SOCS box protein SOCS7; Nck, Ash and phospholipase C binding protein similar to prostaglandin E receptor 3; Rat kidney
GgaAffx.7207.1.S1_at	5.7	0.002	0.27	chr8:29278163–29285596	XM_426672	prostaglandin EP3 receptor (alternative splicing results in two different receptors EP3a and EP3b);
Gga.10737.1.S1_s_at	1.7	0.005	0.305	chr7:2212065–2223469	XM_421856	similar to Nck-associated protein 1 (NAP 1) (p125Nap1) (Membrane-associated protein HEM- 2)
GgaAffx.8719.1.S1_at	7.2	0.002	0.27	chr4:64869759–64912904	XM_420693	similar to regulator protein p122-RhoGAP – rat
Gga.12408.3.S1_a_at	2.7	0.005	0.305	chr5:41375030–41383659	NM_204357	ataxin 3
Gga.323.1.S1_at	3.6	0.001	0.27	chrUn:147862083–147882739	NM_204801	tetraspanin 18
**Immunity**						
Gga.13806.1.S1_at	-4.8	0.004	0.293	chr7:7186627–7189336	NM_204240	adenosine deaminase, RNA-specific, B1 (RED1 homolog rat)
Gga.18504.1.S1_at	6.9	0.003	0.278	chr5:5440836–5460278	CR390783	parvin, alpha
Gga.698.1.S1_at	1.6	0.004	0.293	chr6:14652488–14704778	NM_205441	vinculin
Gga.11155.1.S1_s_at	1.8	0.001	0.27	chr4:15341234–15354773	XM_420331	stromal antigen 2
**Others**						
Gga.11258.1.S1_at	1.7	0.001	0.27	chr1:170378838–170513289	XM_417140	EF-hand domain family, member A1
Gga.15085.2.S1_s_at	6.6	0.001	0.27	chr1:172635432–172645292	XM_417167	CWF19-like 2, cell cycle control (S. pombe)
GgaAffx.5969.1.S1_at	6.2	0.002	0.27	chr1:24071401–24234367	XM_416024	similar to dedicator of cytokinesis 4
GgaAffx.12338.1.S1_s_at	3.9	0.001	0.27	chr15:7114454–7122253	NM_001030665	tuftelin interacting protein 11
GgaAffx.25724.1.S1_s_at	7.4	0.002	0.27	chr18:5638526–5691321	XM_415648	similar to Stxbp4 protein
GgaAffx.6849.1.S1_at	4.0	0.004	0.285	chr3:34026676–34050970	XM_419554	similar to endoplasmic reticulum oxidoreductin 1- Lbeta
GgaAffx.22370.3.S1_s_at	4.3	0	0.27	chr3:1260579–1276286	XM_420116	similar to chromosome 17 open reading frame 28; downregulated in multiple cancer 1
GgaAffx.6334.2.S1_at	3.9	0.004	0.293	chr4:33725503–33732138	XM_420444	SH3 domain protein D19
GgaAffx.22790.1.S1_s_at	6.1	0.003	0.279	chr6:26875122–27047419	XM_421771	similar to actin-binding LIM protein 1 medium isoform
GgaAffx.26704.1.S1_at	-5.2	0.001	0.27	chr8:14622890–14638649	XM_422345	similar to abhydrolase domain containing 7
Gga.16560.1.S1_at	3.3	0.003	0.279	chrE26C13:1961–7813	XM_422853	myeloid cell leukemia sequence 1 (BCL2-related)
Gga.16020.1.S1_at	2.2	0	0.27	chrUn:92422001–92432256	NM_001031613	similar to Death-associated protein kinase 1

### Validation of gene expression data by quantitative real-time PCR

To validate the microarray results, we performed quantitative real-time PCR for: *propionyl-coenzyme A-carboxylase (PCC), similar to 1-phosphatidylinositol-4,5-bisphosphate phosphodiesterase gamma 2 (PBP2), tumor necrosis factor, alpha-induced protein 1 (TNFAIP1), fms-related tyrosine kinase 1 *(*FLT1), glycerol-3-phosphate dehydrogenase 2 (G3PD), low density lipoprotein-related protein 12 *(*LRP12), prostaglandin E receptor 3 (PER), suppression of tumorigenicity 7 (ST7), similar to endoplasmic reticulum oxidoreductin 1-Lbeta (ERO1), ataxin 3 *(*ATXN3), parvin, alpha (PARVA), CWF19-like 2 (CWF19), similar to Stxbp4 protein (Stxbp4), acyl-CoA oxidase (ACO)*, and *suppressor of cytokine signaling 7(SOCS7) *(Table 6). In all but one case (*TNFAIP1*), the real-time RT-PCR fold differences were in complete correspondence with the microarray data. Table 7 compares the microarray and real-time RT-PCR results.

**Table 6:** Primer pairs used to analyze gene expression by quantitative RT-PCR, and size of product

Gene	Forward primer^a^	Reverse primer^a^	Size
PCC	AGGGAAAGGTCGTGGCG	CCACTGCCAAGGACACTAGG	137 bp
PBP2	GAGTAAAGTCCGAGAACGAATG	AAATCCAGTAGTGGGACAAAGG	185 bp
TNFAIP1	TTCACTCTTAGAAATGCTGGTG	CTAAGTTAGTGGCAAAGCTGG	169 bp
FLT1	CTCTTTGGCATGAAAGGTGTC	CGTAGGTGTATCTTCGCTTGG	124 bp
G3PD	CTCCCATCCCATACCGACAG	GGCATATCGACTGCGTGTCC	167 bp
LRP12	GGAGTGTCAACGGCTTGTGG	ATCGGCGTGATCCCTGAACA	184 bp
PER	GGATCATGTGCGTCCTGTC	GGAGCAGCAGATAAACCCAC	210 bp
ST7	GTTCTATGTTGCCTTGACAGG	AAGTGGCTCACCGAGACCT	120 bp
ERO1	TTCAAGCCTCGATCTGTCTA	TCAAGAAGATAATTGGCACAC	182 bp
ATXN3	AAAGGTGACCTGCCAGAC	TTGCTTGGTCCACATCAC	142 bp
PARVA	GTGTACTTAGTCCTGCTAATGGG	TCTGGTCTGGGCTTTGGTT	161 bp
CWF19	ATCCCAGGGAAGTCTCGC	CTTTAGGCTCCTGTGGTTCAG	127 bp
Stxbp4	CCAAGATTTGAGAAAGAGGGTT	TCACTTAGAACAGCCGAGGAA	162 bp
ACO	GCTGTGCTCTATCAAGGTGGC	ACAAGGGCAACTGCGTCATC	110 bp
SOCS7	CATCCCAAGTTTGAAGACCG	CATTGCTGAACCTGGAGACG	163 bp
GAPDH	AGAACATCATCCCAGCGT	AGCCTTCACTACCCTCTTG	184 bp

a,: Sequences of oligonucleotides are indicated from 5' to 3' end

**Table 7:** Comparison of microarray and real-time RT-PCR analyses

Gene	Microarray^a^	Real-time RT-PCR	
	
	Fold change(F/L)^b^	Fold change(F/L)^b^	Student T-test^c ^(p-value)
PCC	2.5	2.45	0.0312*
ATXN3	2.7	4.47	0.0241*
PER	5.67	8.08	0.007**
ERO1	3.94	3.66	0.0308*
FLT1	4.21	4.46	0.0455*
CWF19	6.56	1.95	0.03*
PBP2	6.95	5.75	0.0521
PARVA	6.90	3	0.0221*
G3PD	7.46	2.32	0.0154*
Stxbp4	7.35	2.8	0.0031**
LRP12	1.82	8.83	0.0404*
ACO	2.19	2.76	0.2912
ST7	-2.1	-2.07	0.0042**
SOCS7	-10.0	-1.41	0.2117
TNFAIP1	-1.6	1.72	0.0086**

^a^: Microarray F/L fold changes are taken from Table 5.

^b^: Fold changes (F/L: mean of fat sample values on mean of lean sample values).

^c^:Student's t-test p-values, *p < 0.05, **p < 0.01.

## Discussion

Because *de novo *fatty acid synthesis in birds takes place mainly in the liver, most studies have been performed on hepatic tissues. The expression of some genes involved in lipid synthesis and secretion has been analyzed in the liver of lean and fat chickens. Bourneuf et al. [9] used a cDNA microarray to analyze the expression of genes in liver that are involved in pathways and mechanisms leading to adiposity, and found some genes differentially expressed between lean and fat chickens. Their research indicated that the mechanisms involved in the expression and regulation of lipogenic genes could play a key role in the ontogenesis of fatness in chickens from lean and fat lines. However, few studies have analyzed the functions of adipose tissue leading to adiposity in chickens.

Genome expression analysis aims to provide a broad and unbiased survey of the transcriptome, and requires true global coverage of a complex genome in a single microarray [10]. Significant progress has been made towards this goal and GeneChip microarrays have been improved significantly since they were invented [11].

The Chicken Genome Array, created by Affymetrix Inc. at the end of 2004 as part of the Ensembl annotation attempt at the complete chicken genome sequence (version 1, released May 2004), is a key research tool in chicken genomics. Our study provides, apparently for the first time, a comprehensive analysis of the chicken adipose tissue gene expression profile using this array. The gene expression profile results showed that 13,234–16,858 probe sets were detected in adipose tissue in 7-week-old chickens. 

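Spot 14 (THRSP), a regulator of fatty acid synthesis that responds to thyroid hormone, had a mean signal of 29719 ± 5152 (SD, n = 10), and lipoprotein lipase (LPL), which releases fatty acids from lipoproteins, had 24900 ± 3715 (SD, n = 10). Pyruvate dehydrogenase kinase 4 (PDK4), which shuts off pyruvate oxidation, had 11378 ± 3810 (SD, n = 10). Of the fatty acid binding proteins, the muscle and heart form (FABP3) had 31994 ± 3234 (SD, n = 10), and FABP5 had 11026 ± 3093 (SD, n = 10) with the brighter of its 2 probe sets, the other lying at percentile 55.0. These 5 probe sets lay in the highest 1% of all probe sets, and that of adrenomedullin lay just below it. The signal of FABP3 was 34334 ± 2154 (SD, n = 5) in the fat line and 29653 ± 2280 (SD, n = 5) in the lean line, a log2 fold of 0.21 (exact permutation p = 0.0238, limma adjusted p = 0.769). THRSP had a log2 fold of 0.32 (exact permutation p = 0.0556, limma adjusted p = 0.693).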

Further study revealed that genes directly involved in lipid metabolism, including *Spot14, LPL, adrenomedullin, pyruvate dehydrogenase kinase, isoenzyme 4 *and *the FABP family*: *FABP 3 (muscle and heart), FABP 4 (adipocyte) and FABP 5 (psoriasis-associated)*, were highly expressed in adipose tissue; *FABP 4 *is the most highly expressed gene in this tissue. These genes are mainly involved in fatty acid transport and degradation. 

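Retinol binding protein 7 (RBP7) had a mean signal of 33382 ± 3210 (SD, n = 10) with the brighter of its 2 probe sets, the other lying at percentile 51.1. With the brightest probe set of each gene, thymosin beta 4 (TMSB4X) had 36127 ± 3352 (SD, n = 10) and prosaposin (PSAP), the precursor of lysosomal lipid-binding saposins, 18469 ± 1444 (SD, n = 10). IGF binding protein 7 (IGFBP7) had 25061 ± 3025 (SD, n = 10) and annexin A5 (ANXA5) 20368 ± 2585 (SD, n = 10). The probe sets of these 5 genes, and that of SOD2, lay in the highest 1%. Retinoic acid receptor responder 1 (RARRES1) was also there, with 18474 ± 3661 (SD, n = 10), while RARRES2 had 5299 ± 1004 (SD, n = 10), at percentile 97.8. The brightest of the 3 probe sets annotated to BMP7 had 164.4 ± 66.2 (SD, n = 10), at percentile 41.6. SOD2 was 12373 ± 1096 (SD, n = 5) in the fat line and 10595 ± 1027 (SD, n = 5) in the lean line (log2 fold 0.22, exact permutation p = 0.0317, limma adjusted p = 0.747).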

Other genes that are closely related to lipid metabolism and obesity by signal transduction or regulation of transcription were also highly expressed: *prosaposin (PSAP), retinol binding protein 7 (RBP7), retinoic acid receptor responder, IGFBP 7, thymosin beta 4, BMP7, superoxide dismutase 2 *and *annexin A5*. In addition, many genes involved in the immune response and cytophylaxis, such as *CD74 antigen, MHC class I glycoprotein, MHC class II beta 1 domain, MHC class II antigen alpha, lymphocyte antigen 6, beta-2 microglobulin, T-cell leukemia, Hsp70 *and *Hsp25*, were also highly expressed in adipose tissue. 

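The invariant chain CD74, which accompanies MHC class II molecules, had a mean signal of 38900 ± 3674 (SD, n = 10), the MHC class II beta chain BLB1 31159 ± 3217 (SD, n = 10) and beta-2 microglobulin (B2M), the light chain of MHC class I, 26749 ± 1981 (SD, n = 10), each with its brightest probe set. The median of the 3 probe sets of B2M lay at percentile 56.8. LY6E had 26302 ± 3463 (SD, n = 10) and the heat shock protein HSPA2 25035 ± 6086 (SD, n = 10), both in the highest 1%. HSPB1, a small heat shock protein, had 2801 ± 1438 (SD, n = 10), at percentile 95.1, and was lower in the fat line (log2 fold -0.97, SE 0.25, exact permutation p = 0.0159, limma adjusted p = 0.341). Between the lines, 10 of 18 genes of antigen presentation were higher in the fat line (camera, adjusted p = 0.136), and adjusted over the list alone BF2 (log2 fold 0.64) and CALR (0.85) were higher. The antigen presentation list was called without lean line 3 (adjusted p = 0.00819), but not with an estimated correlation (adjusted p = 0.549). Of 24 T and natural killer cell genes 16 were lower (adjusted p = 0.607), of 29 macrophage genes 19 (0.437) and of 25 interferon response genes 21 (0.220), and 0 genes of these lists passed over the list alone. With scan day as a block macrophage genes (adjusted p = 0.00789) and interferon response genes (0.0275) were called lower, as they were with wash run as a block (0.0246 and 0.0114) and on scan day 3 alone (1.58e-08 and 1.59e-14). With an estimated correlation none of these held (smallest adjusted p = 0.310). Interferon response genes were also called without lean line 2 (adjusted p = 0.0293), lean line 4 (0.0110) or fat line 5 (0.00277), the fat line bird in which they were highest, and with the replicate number as a block (0.0158), but not with an estimated correlation (smallest adjusted p = 0.612). The 2 lean line birds of scan day 3 were lean line 3, with the highest mean deviation of macrophage genes (0.87), and lean line 5, with the highest of interferon response genes (1.91). The test of macrophage genes turned upward without lean line 3 (adjusted p = 0.377) and that of interferon response genes without lean line 5 (0.183), neither with a call. B cell and plasma cell genes went both ways, with 8 of 17 lower (adjusted p = 0.923), the median (0.10) opposite in sign to the mean (-0.13) and the test. In the heat shock and immediate early list, 14 of 26 genes were higher (adjusted p = 0.489), the mean (-0.07) was opposite in sign to the median (0.13) and the test, and HSPB1 alone was lower when adjusted over the list alone. No cell type was counted in the tissue.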

The most highly expressed genes (*A-FABP, LPL*) were apparently not differentially expressed between fat and lean lines. This may not preclude a major involvement of these factors in regulating lipid metabolism in chick adipose tissue, and further work on protein expression is needed to understand the metabolism of this tissue better. 

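Peroxisome proliferator-activated receptor gamma (PPARG), the master regulator of fat cell differentiation, was 5149 ± 1106 (SD, n = 5) in the fat line and 3389 ± 785 (SD, n = 5) in the lean line, a log2 fold of 0.61 (SE 0.19, limma adjusted p = 0.458), and adiponectin (ADIPOQ) was 8131 ± 2695 (SD, n = 5) against 11660 ± 1307 (SD, n = 5). FABP4 was 49673 ± 5138 (SD, n = 5) in the fat line and 50480 ± 1748 (SD, n = 5) in the lean line, a log2 fold of -0.03 that is smaller than its SE (exact permutation p = 0.706, limma adjusted p = 0.98). Its sign changed after quantile normalization (0.03), after scaling to the same median (0.07) and without fat line 3 (0.01). LPL was 27535 ± 2579 (SD, n = 5) against 22265 ± 2654 (SD, n = 5), a log2 fold of 0.31 (exact permutation p = 0.0159, limma adjusted p = 0.666), and stayed higher in the fat line after both normalizations. The fatty acid translocase CD36 (log2 fold 0.41) and acyl-CoA synthetase ACSL1 (0.74) were higher in every fat line bird than in every lean line bird, and neither was called over all probe sets. In the list of fatty acid uptake and transport, 8 of 22 genes were higher (camera, adjusted p = 0.417), the median (-0.05) and mean (-0.14) were opposite in sign to the test, and ACSL1 alone was higher adjusted over the list alone. Of 19 genes of triglyceride synthesis and lipid droplets 12 were higher (adjusted p = 0.109), CIDEC among them (log2 fold 0.40), of 9 lipolysis genes 7 were higher (0.117), and of 30 genes of adipocyte differentiation 17 were (0.437); 0 genes of these 3 lists passed over the list alone. Triglyceride synthesis genes were called higher with scan day as a block (adjusted p = 0.0311), on scan day 3 alone (0.00473), and without lean line 2 (0.0471) or lean line 4 (0.0436), and lipolysis genes on scan day 3 alone (0.0279) and without lean line 4 (0.0436), as both were with the mean of all probe sets of a gene (0.0338 and 0.0475), but in no case with an estimated correlation (smallest adjusted p = 0.310). The paper proposes that the absence of a difference in A-FABP and LPL does not exclude a large part for them in lipid metabolism.

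**Figure D1:**
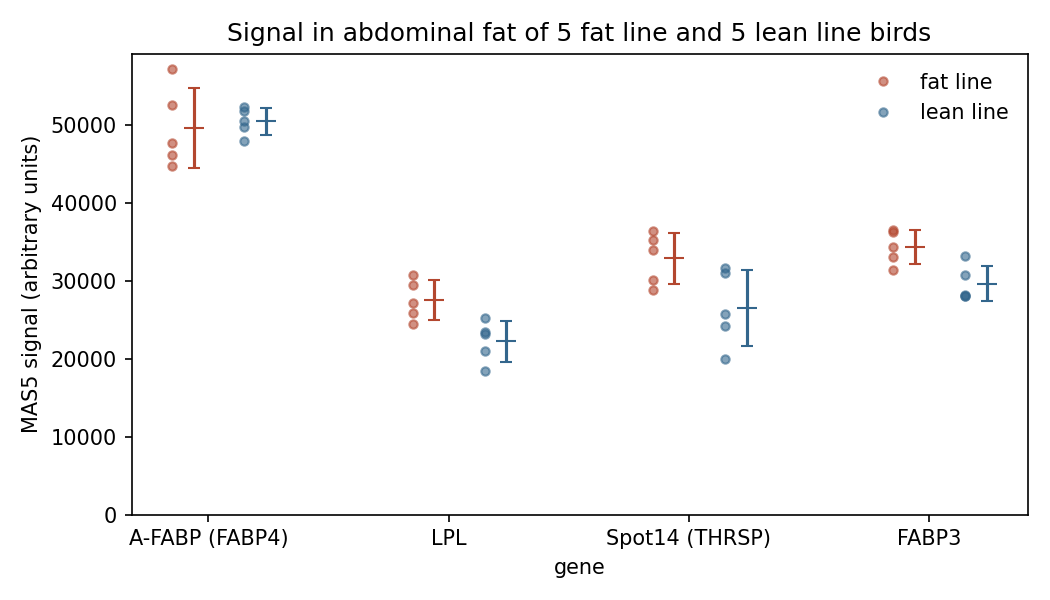
Signal (linear MAS5 units, axis from 0) of FABP4, LPL, THRSP and FABP3 in the 5 fat line and 5 lean line birds, with points for birds and bars for mean ± SD. LPL lies at 27535 in the fat line and 22265 in the lean line on average, while the FABP4 means lie close together and their order changes after quantile normalization, after scaling to the same median and without fat line 3.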

Our results demonstrated primarily that the functions of adipose tissue in chicken are important in lipid metabolism by directly or indirectly regulating the synthesis, transport and degradation of lipids. Moreover, adipose tissue may play an important role in chicken immunity and cytophylaxis. These results will be help to clarify the adipose tissue gene expression profile and to choose appropriate methods for further study of these genes.

On the other hand, genes described as "not expressed", including *obr*,*SREBP1*, *apoB*,*CCK*,*CCKR*,*IGF2 *and *lipoprotein (APOVLDLII)*, which have been studied extensively in other species (mainly *Homo sapiens *and *Mus*) and shown to affect obesity, were not detected in chicken adipose tissue in the present study. 

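The leptin receptor (LEPR) had a mean signal of 22.4 (7.7 to 62.2 over the 10 birds) with the probe set of Table 4, and 188.3 with the brightest of its 3 probe sets. SREBP1 (SREBF1), a transcription factor of lipogenesis, had 84.0 (12.6 to 392.5, median 38.8), a mean that rests largely on 1 bird. Apolipoprotein B (APOB) had 10.3 (5.0 to 20.5), and 354.5 with the brightest of its 7 probe sets. Cholecystokinin (CCK) had 203.5 (103.9 to 356.2) and its receptor (CCKBR) 32.2 (7.5 to 177.9, median 12.9), the latter again resting largely on 1 bird. IGF2 had 53.9 (26.3 to 102.8), and 168.3 with its brightest probe set. The very low density apolipoprotein II (APOV1) had 121.8 (22.6 to 298.3). The signals with the printed probe sets lay at percentiles 0.4 (APOB) to 48.2 (CCK) of all probe sets, and whether they exceed the background cannot be told without detection calls.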

Possible reasons may be: (1) these genes are not expressed in chicken adipose tissue at all, or not at 7 weeks; (2) lipid metabolism in chicken is different from that in mammals. In birds, lipogenesis mainly occurs in the liver and is very limited in adipose tissue [12]. Although those genes were not detected in adipose tissue, they may regulate lipid metabolism indirectly. Another possible reason is gene interactions: the highly expressed genes may inhibit those with low expression levels and the "not expressed" ones when they participate the same biological responses.

Genetic variation in fatness was analyzed using two experimental lines (fat (FL) and lean (LL)) that were divergently selected for abdominal fat weight from a common genetic background. After selection for eight generations, the AFW and AFP differed significantly between the two lines (Figure 2). By consistency analysis within each line using hierarchical clustering of the total expressed genes, heterogeneity among individuals in each line was demonstrated (Figure 4). The hierarchical clustering results were barely satisfactory: the fat line showed higher consistency (about 87%) than the lean (about 77%). The consistency of each line is not sufficiently maintained. There may be two reasons for this. First, an insufficient number of generations have been used for selection, so the purity of each line will increase as selection continues. Second, our target trait is abdominal fat; after selection for eight generations the genes affecting abdominal fat may be better selected, but the genome array detects all genes expressed in adipose tissue, so genes affecting other traits, which have not been divergently selected, will reveal inter-individual differences within each chicken line. The higher consistency of the fat chicken line (about 87% compared to 77% for the lean line) shows that the fat line is purer than the lean line after being selected for eight generations. In addition, to make our study more reliable, the 7-3-16 individual was excluded from subsequent screening of differentially expressed genes because it deviated too much from the others.

Significance Analysis of Microarrays (SAM) has been considered a canonical algorithm for identifying differentially expressed genes in microarray data analysis. A total of 230 differentially expressed genes were screened by SAM. Fifteen genes that were differentially expressed between the two chicken lines were validated by real-time RT-PCR. To validate the results further, in addition to the samples used in the array experiments, four RNA pools (two from the fat line and two from the lean) were used for real-time RT-PCR analysis to reveal the differentially expressed genes more exactly. The results of this validation were encouraging: in all but one case (*TNFAIP1*), the real-time RT-PCR fold differences correlated well with the microarray data. Rajeevan et al. [13] evaluated the efficiency of real-time RT-PCR for validating the differentially expressed genes identified by microarrays. Their results indicated that genes showing less than a 2-fold difference in expression were not likely to be validated by real-time RT-PCR. Bourneuf et al. [9] considered that confirmation of genes with fold changes <1.7 by microarray analysis and/or <2 by real-time RT-PCR was difficult and likely to produce false positives. According to this report, the fold change of *TNFAIP1 *in the microarray was -1.6, which is difficult to confirm by real-time RT-PCR, so it is not correct to affirm that the two methods gave contradictory results for this gene.

Our analysis results revealed that the expression levels of some important genes implicated in lipid metabolism were up-regulated in fat chickens: *propionyl-coenzyme A-carboxylase, acyl-CoA oxidase, pyruvate dehydrogenase complex, glycerol-3-phosphate dehydrogenase, phosphatidylinositol, lysophospholipase 3, low density lipoprotein-related protein 12*, etc. 

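Holocarboxylase synthetase (HLCS), which attaches biotin to carboxylases and is the annotated gene of the probe set printed as propionyl-CoA carboxylase, was 1107 ± 191 (SD, n = 5) in the fat line and 602 ± 200 (SD, n = 5) in the lean line, a log2 fold of 0.92 (SE 0.22, limma adjusted p = 0.319). Lysophospholipase 3 (PLA2G15) was 989 ± 97 (SD, n = 5) against 603 ± 129 (SD, n = 5), a log2 fold of 0.73 (SE 0.18), and LRP12 724 ± 141 (SD, n = 5) against 414 ± 36 (SD, n = 5), a log2 fold of 0.79 (SE 0.20). The phosphatidylinositol kinase PIP5K1B (log2 fold 0.98) and the lysocardiolipin acyltransferase LCLAT1 (0.81) were also higher, and in PLA2G15, LRP12, PIP5K1B, LCLAT1 and FLT1 no fat line bird overlapped with a lean line bird. The mitochondrial glycerol-3-phosphate dehydrogenase GPD2 had a log2 fold of 0.55 (SE 0.26, exact permutation p = 0.111), the pyruvate dehydrogenase subunit PDHX 0.30 (SE 0.19, exact permutation p = 0.0952), and acyl-CoA oxidase 3 (ACOX3) 0.04 (SE 0.45, exact permutation p = 0.984). N-acetyltransferase (NAT) was lower, with a log2 fold of -0.93 (SE 0.24). Over Table 5, 49 of 51 probe sets had the printed direction by log2 fold and 48 by the ratio of mean signals. At limma's adjusted p under 0.05 over all probe sets 0 passed, 26 had an unadjusted p under 0.05, and SAM called 0. The paper prints SAM q-values of 0.27 to 0.329 for these probe sets, a looser level than 0.05. At a limma adjusted p under 0.3 there were 69 probe sets over the array, of this list TSPAN18 alone (0.266). Of the 51, 13 were without overlap, and when adjusted over the list alone 23 passed, 7 of them in the lipid group; neither count is independent evidence, since the study chose the list on these birds. The count over the list alone was 3 with wash run as a block, 9 with scan day as a block, 9 without fat line 3, 15 without lean line 2 and 34 without fat line 4. The paper states that these genes regulate lipid metabolism mainly by enhancing the synthesis of fatty acids.

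**Figure D2:**
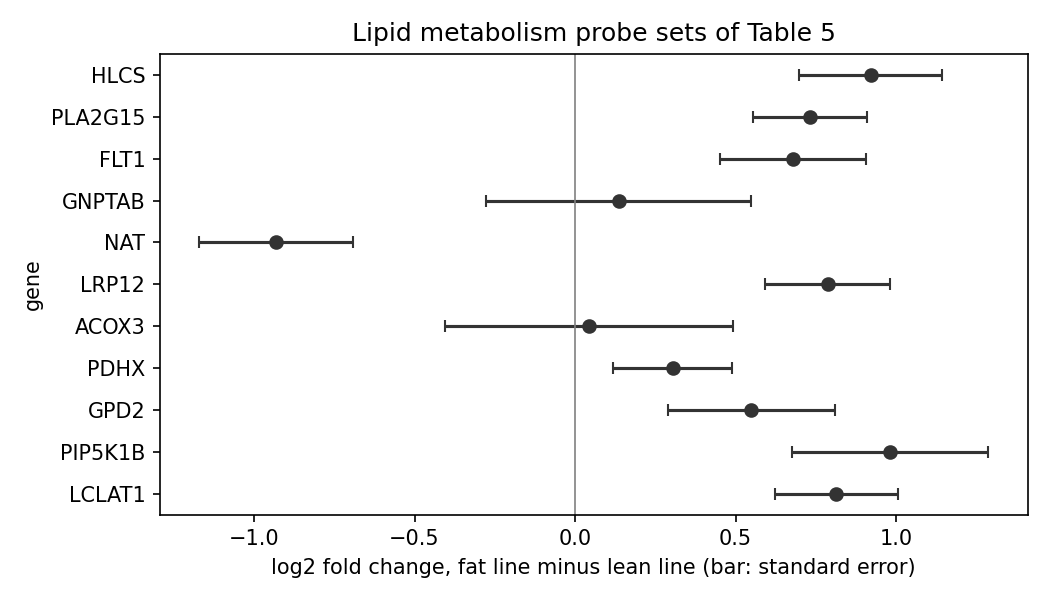
Log2 fold (fat line minus lean line, horizontal axis) with its standard error for the 11 probe sets of the lipid metabolism group of Table 5, 5 birds per line. HLCS lies at 0.92 and NAT, the only probe set below 0, at -0.93, while ACOX3 and GNPTAB lie within their standard error of 0.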

Pyruvate dehydrogenase catalyzes oxidative decarboxylation of pyruvate to form acetyl-CoA, which is a central metabolite [14-16]. Acetyl-CoA enters the Krebs cycle, and is the donor of acetate for synthesis of fatty acids, ketone bodies and cholesterol. The expression level of *glycerol-3-phosphate dehydrogenase *increased in diet-induced obese animals [17]. *Propionyl-coenzyme A-carboxylase *is the key enzyme in the catabolism of odd-chain fatty acids, isoleucine, threonine, methionine and valine [18]. Phosphatidylinositol is an important lipid, both as a key membrane constituent and as a participant in essential signaling processes in all plants and animals. These genes regulate lipid metabolism mainly by enhancing the synthesis of fatty acids. In addition, the expression of genes involved in energy metabolism, such as *thioredoxin-like 4B, 5-oxoprolyl-peptidase*, etc., were markedly down-regulated in fat line chickens, and the expression of genes participating in gluconeogenesis or glycolysis, including *glycerol kinase (GK), ATPase, beta 1,3-galactosyltransferase *etc. were up-regulated in this line. 

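Glycerol kinase 2 (GK2), which phosphorylates glycerol, was 251.5 ± 112.7 (SD, n = 5) in the fat line and 75.0 ± 34.9 (SD, n = 5) in the lean line, a log2 fold of 1.82 (SE 0.55, limma adjusted p = 0.447). The plasma membrane calcium ATPase ATP2B4 was 588 ± 100 (SD, n = 5) against 294 ± 77 (SD, n = 5), a log2 fold of 1.02 (SE 0.24, limma adjusted p = 0.304), and B3GALNT1, the galactosyltransferase of the list, had a log2 fold of 0.38 (SE 0.17), both without overlap between the lines. Thioredoxin-like 4B (TXNL4B) had a log2 fold of -0.27 (SE 0.36, exact permutation p = 0.627), and PGPEP1L, printed as 5-oxoprolyl-peptidase, -0.52 (SE 0.38, exact permutation p = 0.175). Adjusted over Table 5 alone, a list the study chose on these birds, GK2 and ATP2B4 passed and the other 3 did not. Of 51 respiratory chain genes, 33 were higher in the fat line, UQCRQ among them (log2 fold 0.48), and the list was not called (camera, adjusted p = 0.0501). It was called without fat line 4 (adjusted p = 0.00656), fat line 5 (0.00333), lean line 1 (0.0417), lean line 3 (0.0153) or lean line 4 (0.0276), on scan day 3 alone (0.00473) and with arrays scaled to the same median (0.0408), but in no case with an estimated correlation (smallest adjusted p = 0.525). Of 32 genes of fatty acid oxidation 17 were higher (adjusted p = 0.156), ACAD11 (log2 fold 0.72) passed over the list alone, and the list was called without fat line 5 (0.0274, and adjusted p = 0.632 with an estimated correlation). In the list of pyruvate dehydrogenase and the citric acid cycle 16 of 26 genes were higher (adjusted p = 0.248), with a mean (-0.02) opposite in sign to the median (0.05) and the test. Of 29 genes of glycolysis and gluconeogenesis 20 were lower (adjusted p = 0.417), GAPDH among them (log2 fold -0.34), and they were called lower with scan day (0.0214) or wash run (0.0139) as a block and on scan day 3 alone (0.00343). None of the calls of glycolysis genes held with an estimated correlation (smallest adjusted p = 0.310).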

In fact, it is well recognized that both energy metabolism [19] and glycometabolism [20,21] are highly related to obesity.

It is interesting that several genes in the protein tyrosine phosphatase pathway were more highly expressed in fat than in lean chickens: *fms-related tyrosine kinase 1, receptor tyrosine kinase flk-1/VEGFR-2, a type III receptor tyrosine kinase, protein tyrosine phosphatase-like, member b, protein-tyrosine phosphatase MEG2*, etc. This indicates that the protein tyrosine phosphatase pathway is very important in lipid metabolism, and further research is needed to elucidate the molecular mechanism.

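The VEGF receptor FLT1 was 460.5 ± 84.0 (SD, n = 5) in the fat line and 288.9 ± 60.9 (SD, n = 5) in the lean line, a log2 fold of 0.68 (SE 0.23, limma adjusted p = 0.518). For the type III receptor tyrosine kinase KDR the log2 fold was 0.30 (SE 0.30, exact permutation p = 0.444), and for VEGFRKDRL, printed as flk-1/VEGFR-2, 0.11 (SE 0.25, exact permutation p = 0.722). HACD2, an acyl-CoA dehydratase that is the annotated gene of the phosphatase-like member b, was 1333 ± 282 (SD, n = 5) against 886 ± 91 (SD, n = 5), a log2 fold of 0.57 (SE 0.17), without overlap. The phosphatase MEG2 (PTPN9) was 473.7 ± 41.8 (SD, n = 5) in the fat line and 545.3 ± 27.8 (SD, n = 5) in the lean line, a log2 fold of -0.21 (SE 0.17, limma adjusted p = 0.84). Of 43 receptor tyrosine kinases and tyrosine phosphatases, 24 were higher in the fat line (camera, adjusted p = 0.136), and none passed over the list alone. Of 32 genes of endothelial cells and angiogenesis 20 were higher (adjusted p = 0.117), and the sphingosine-1-phosphate receptor S1PR1 (log2 fold 1.45) and SOX17 (0.76) passed over the list alone. The endothelial list was called without fat line 4 (adjusted p = 0.00603, and 0.0471 after quantile normalization) or lean line 3 (0.00819), but in no case with an estimated correlation (smallest adjusted p = 0.525). The paper reasons from its set of receptors and phosphatases to an important part of this pathway in lipid metabolism.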

Adipogenesis is promoted by the coordinated expression of many transcription factors [22,23]. De-differentiation, or loss of the adipocyte phenotype, has been observed in response to tumor necrosis factor and transforming growth factor β [24,25]. We also observed that several genes involved in tumorigenesis were differentially expressed between the two chicken lines. 

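Suppression of tumorigenicity 7 (ST7) was 136.8 ± 49.6 (SD, n = 5) in the fat line and 276.4 ± 65.6 (SD, n = 5) in the lean line, a log2 fold of -1.06 (SE 0.34, limma adjusted p = 0.500). Thrombospondin 1 (THBS1), an inhibitor of angiogenesis, was 235.3 ± 45.6 (SD, n = 5) against 373.3 ± 49.2 (SD, n = 5), a log2 fold of -0.68 (SE 0.24), without overlap between the lines. The ret proto-oncogene (RET), a receptor tyrosine kinase, was 914.9 ± 194.3 (SD, n = 5) against 557 ± 125.2 (SD, n = 5), a log2 fold of 0.72 (SE 0.21). The probe set printed as TNFAIP1 (without a symbol in the annotation) had a log2 fold of -0.30 (SE 0.22, exact permutation p = 0.182). That of turban tumor syndrome (LOC420294) had a log2 fold of -0.17 (SE 0.33, exact permutation p = 0.587), and its sign changed in the ratio of means after quantile normalization, after scaling to the same median and without fat line 4. None of the 5 passed limma's test over all probe sets; adjusted over Table 5 alone, a list the study chose on these birds, ST7, THBS1 and RET did.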

Expression of genes that inhibit tumorigenesis, such as *tumor necrosis factor, alpha-induced protein 1, suppression of tumorigenicity 7 *and *thrombospondin 1*, was down-regulated in fat line chickens, while the expression of genes promoting tumor formation, including *ret proto-oncogene *and *turban tumor syndrome*, was up-regulated. This indicates that tumorigenesis may be related to obesity. *TNFAIP1 *was first identified as a *tumor necrosis factor a (TNFa) *and *interleukin-6(IL-6) *inducible protein. It is induced rapidly and transiently by *TNFa *[26]. It is inferred that the *in vivo *effects of LPS on lipid metabolism are probably mediated by *TNFa*, which could be secreted by macrophages or by the adipose tissue itself [27,28]. Albalat et al. [29] suggested that *TNFa *could be a key modulator of lipid metabolism in fish. Taking these reports and our data into consideration, we presume that *TNFa *may play a significant role in chicken lipid metabolism.

## Conclusion

In conclusion, the chicken adipose tissue gene expression profile was investigated comprehensively in the present study, and specific genes that were differentially expressed in adipose tissue between a fat and a lean chicken line were identified with the aid of the Chicken Genome Array. Genes with high and low expression levels and "not-expressed" genes were identified, and 230 genes that were differentially expressed between the two chicken lines were screened out and confirmed by real-time RT-PCR. These genes were mainly involved in lipid metabolism, energy metabolism, signal transduction, tumorigenesis and immunity. Further analysis indicated that the pyruvate dehydrogenase complex, propionyl-coenzyme A-carboxylase, TNFa and the protein tyrosine phosphatase pathway may play key roles in lipid metabolism. If confirmed in future studies, these patterns of gene expression may contribute to understanding the molecular mechanism of obesity in chickens and provide potential targets for future therapy in humans.

## Methods

### Lean and fat chicken lines

The NEAU broiler lines divergently selected for abdominal fat content (NEAUHLF) have been selected since 1996 using percentage abdominal fat (%AFW) and plasma very low-density lipoprotein (VLDL) concentration as selection criteria. The G_0 _generation of the two lines came from the same grandsire line originating from the Arbor Acres breed, which was then divided into two lines according plasma VLDL concentration at 7 weeks. From G_1 _to G_8_, birds of each line were raised in two hatches. They were kept in similar environmental conditions and had access to feed and water *ad libitum*, and were fed with a commercial corn-soybean-based diet that met all NRC requirements (National Research Council, 1994). From hatching to 3 weeks the birds received a starter feed (3,100 kcal ME/kg and 210 g/kg CP), and from 4 weeks to slaughter they were fed a grower diet (3,000 kcal ME/kg and 190 g/kg CP). Plasma VLDL concentrations were measured for all birds at 7 weeks. Abdominal fat weight (AFW) of the male birds in the first hatch was measured and adjusted (%AFW) for body weight (BW) after slaughtering at 7 weeks. Birds with plasma VLDL concentration and AFP lower (lean line) or higher (fat line) than the population average value were selected as candidates for breeding, considering the body weights of male birds and egg production of female birds.

Selection was continued for 8 generations, with 15 sires and 4 hens per sire in the fat line and 10 sires and 4 hens per sire in the lean line for the G0 to G5 generation, then 25 sires and 4 dams per sire in each line for generations G6 through G8. The phenotypic correlation coefficient between body weight and AFW is 0.3789 (P < 0.01), and AFP is 0.1765(P < 0.01) at 7 wk of age based on data of eighth generation population, and the heritability of AFW and AFP were calculated based on the pedigree of eighth generation using the software MTDFREML. The heritability of AFW and AFP at G8 was considered high: AFW is 0.55, and AFP is 0.57.

### Sample preparation

Birds were slaughtered at 7 weeks and abdominal fat was isolated, immediately frozen in liquid nitrogen and stored at -80°C. The ten birds used in the present study were chosen by the percentage of abdominal fat (AFP): five had the highest AFP and the other five had the lowest (Table 1). Total RNA was extracted from 300 to 800 mg bulk abdominal adipose tissue using an RNeasy Lipid Tissue Mini Kit (QIAGEN, Valencia, CA) according to the manufacturer's recommendations, and quantified by spectrophotometry. mRNA was isolated using an Oligotex mRNA Mini Kit (QIAGEN, Valencia, CA). cDNA was prepared by oligo-dT-primed reverse transcription using Superscript II (Life Technologies, Inc.). Labeled cRNA probes were prepared using an IVT Labeling Kit (Affymetrix, Inc.) according to the manufacturer's protocol.

### Microarrays, hybridization and scanning

The GeneChip Chicken Genome Array used in present study was created by Affymetrix Inc. at the end of 2004, with comprehensive coverage of over 38,000 probe sets representing 32,773 transcripts corresponding to over 28,000 chicken genes. The Chicken Genome Array also contains 689 probe sets for detecting 684 transcripts from 17 avian viruses. Sequence information for this array was selected from the following public data sources: GenBank, UniGene (Build 18; May, 2004) and Ensembl (version 1, released on May, 2004).

Twenty micrograms of cRNA were fragmented at 94°C for 35 min in a 5 × fragmentation buffer containing 200 mM Tris-acetate (pH 8.1), 500 mM KOAc, 150 mM MgOAc. Prior to hybridization, the fragmented cRNA was heated at 95°C for 5 min in 1 × MES hybridization buffer (100 mM MES, 1 M NaCl, 20 mM EDTA, 0.01% Tween20) and 0.1 mg/ml herring sperm DNA, then at 45°C for 5 min, before loading on to the Affymetrix probe array cartridge (Affymetrix, Inc.). After prehybridization in 300 μl 1 × Hybridization Buffer at 45°C for 10 min, the Chicken Genome Arrays were incubated for 16 h at 45°C at constant rotation (60 rpm) using the manufacturer's hybridization buffer. Following hybridization, the arrays were washed with 6 × SSPE-T (0.9 M NaCl/60 mM NaH_2_PO_4_/6 mM EDTA/0.01% Tween20) at 25°C on a fluidics station (Affymetrix) for 10 × 2 cycles, then washed with 0.1 M MES/0.1 M NaCl/0.01% Tween20 at 50°C for 4 × 15 cycles. The arrays were stained with a streptavidin-phycoerythrin conjugate (Molecular Probes, Eugene, OR), followed by 10 × 4 wash cycles. To enhance the signals, the arrays were further stained with anti-streptavidin antibody for 10 min followed by a 10-minute staining with the streptavidin-phycoerythrin conjugate. After 15 × 4 additional wash cycles, the arrays were scanned at 560 nm using a confocal scanner (Affymetrix Gene array Scanner3000).

### Microarray data normalization

Raw data sets were normalized to total fluorescence, which represents the total amount of cRNA hybridized to a microarray, using the software Affymetrix Microarray Suite 4.0. Data sets were excluded if the absolute call (Abs Call) was A (absent) or M (Marginal) according to the detection *p*-value in all arrays. Only expressed transcripts (the Abs Call was P, present) were used in further analysis.

The raw data have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus and have been assigned the following GEO accession numbers: GSM197816, GSM197817, GSM197818, GSM197819, GSM197820, GSM197821, GSM197822, GSM197823, GSE197824 and GSE197825

### Analysis of gene expression profile in 7-week broilers

The gene expression profile was investigated by three methods. First, according to the data normalization and Affymetrix Microarray Suite 4.0 software results, a gene was considered "not detected" by the scanner if its absolute call was A; we call these genes "not expressed" in this paper. The distribution of the expressed transcript (the Abs Call was P) was characterized by JMP4.0 according to its expression level, and genes with high and low expression levels were defined on the basis of this result.

### Hierarchical clustering analysis of the variation within each line

The fat and lean chicken lines have been selected for eight generations, so it is expected that the differences among individuals within each line are slight. Hierarchical clustering analysis of the genes expressed in five birds from each line was conducted to measure the consistency within each line. The value of R (coefficient correlation) was calculated and used to evaluate inter-line variation. Any individual that deviated too much from the others was excluded from the subsequent screening for differentially expressed genes.

### Identification of differentially expressed genes

Differentially expressed genes were identified from normalized data using the Significance Analysis of Microarrays (SAM) algorithm [8] implemented in a TIGR MultiExperiment Viewer. According to the SAM algorithm, genes are identified as differentially expressed on the basis of expression differences among the sample groups and the consistency of these differences; a score is assigned to each gene on the basis of a change in its expression relative to the standard deviation of repeated measurements for that gene. A gene is deemed 'significant' if its score surpasses a certain threshold. SAM calculates a false discovery rate (FDR), which is the median percentage of genes that are likely to be identified as significantly changed by chance. The threshold can be adjusted to identify different sets of putatively significant genes and the FDR is changed accordingly. The number of significantly changed genes in each experiment depends on a threshold with an acceptable FDR, selected by the investigator [8,30,31]. Clustering was achieved using uncentered Pearson correlations and average linkage clustering, and was displayed in TreeView. In the present study, a ?-value of 0.8 was chosen, giving a reasonable cutoff of 3.13 and 4.73 in d-scores.

### Real-time quantitative RT-PCR

Oligonucleotide primers were designed to amplify a fragment containing sequences from two adjacent exons in order to avoid contamination with genomic DNA. Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was considered to be a stably expressed housekeeping gene and was used as an internal reference gene. The primer pairs used to analyze gene expression and the size of product are shown in Table 6.

cDNA was prepared using an RNA PCR Kit (AMV) Ver3.0 (Takara) starting with 500 ng of total RNA from the following samples: (1) fat line: 7-3-3, 7-3-8, 7-3-15, 7-3-16, 7-3-24; (2) lean line: 7-1-1, 7-1-2, 7-1-4, 7-1-11, 7-1-17; (3) four RNA pools (two from each line), each containing three samples that were not used for the array experiments. First-strand cDNA synthesis was performed at 42°C for 30 min. The 10 μl reaction mixture also contained 1 × AMV reaction buffer, 1 mM each dNTP, 0.125 pmol oligo-dT-adaptor primer, 5 mM MgCl2, 10 U RNase inhibitor, and 2.5 U avian myeloblastosis virus (AMV) reverse transcriptase XL. After incubation, the mixture was heated at 99°C for 5 min to extinguish reverse transcriptase activity. Relative quantification of the expression of selected genes was performed using SYBR^® ^Premix Ex Taq™ (Takara). The reaction mixtures were incubated in an ABI Prism 7300 Sequence Detection System (Applied Biosystems) programmed to conduct one cycle at 95°C for 10 s and 40 cycles at 95°C for 5 s and 60°C for 31 s. The dissociation curves were analyzed using Dissociation Curve 1.0 software (ABI) for each PCR reaction to detect and eliminate possible primer-dimer artifacts. Results (fold changes) were expressed as 2^ΔΔCt ^with ΔΔ*Ct *= (*Ctij *- *CtGAPDHj*) - (*Cti1 *- *CtGAPDH1*), where *Ctij *and *CtGAPDHj *are the *Ct *for gene i and for GAPDH in a pool or a sample (named j), and *Cti1 *and *CtGAPDH1 *are the *Ct *in pool 1 or sample 1, expressed as the standard [9].

## Abbreviations

ACO: acyl-CoA oxidase; ACX3: acyl-CoA oxidase; AFW: abdominal fat weight; AFP: percentage of abdominal fat; ApoB: apolipoprotein B; ATXN3: ataxin 3; BW: body weight; CCK: cholecystekinin; CCKR: cholecystekinin receptor; CWF19L2: CWF19-like 2, cell cycle control (S. pombe); ERO1: similar to endoplasmic reticulum oxidoreductin 1-Lbeta; FABP: fatty acid binding protein; FLT1: fms-related tyrosine kinase 1; G3PD: glycerol-3-phosphate dehydrogenase 2; IGF2: insulin-like growth factor 2; IGFBP7: insulin-like growth factor binding protein 7; LPL: lipoprotein lipase; LRP12: low density lipoprotein-related protein 12; NEAU: Northeast Agricultural University; PARVA: parvin, alpha; PBP2: similar to 1-phosphatidylinositol-4,5-bisphosphate phosphodiesterase gamma 2; PCC: propionyl-coenzyme A-carboxylase; PER: prostaglandin E receptor 3; SAM : Significance Analysis of Microarrays; SOCS7: Suppressor of cytokine signaling 7; Spot14: thyroid hormone-responsive protein; SREBP: sterol regulatory element binding proteins; ST7: suppression of tumorigenicity 7; Stxbp4: similar to Stxbp4 protein; TNFAIP1: Tumor necrosis factor, alpha-induced protein 1.

## Authors' contributions

HBW contributed to the design of the microarray, participated in the interpretation of data, performed the verification of microarray data, drafted and wrote the manuscript. HL co-led the conception and design of the study, contributed to the design of the microarray, participated in the interpretation of data, and contributed to writing the manuscript. QGW participated in the design of the study and interpretation of data, and contributed to writing the manuscript. XYZ carried out analysis and interpretation of microarray data and assisted in production of the microarray. SZW participated in the design of the study and contributed to writing the manuscript. YXW participated in the design of the study and contributed to writing the manuscript. XPW performed microarray hybridizations, generated microarray data, and assisted in production of the microarray. All authors submitted comments on drafts, and read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

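Abdominal fat of 10 male Arbor Acres broilers, 5 of the fat line and 5 of the lean line, was measured with 1 Affymetrix Chicken Genome Array per bird. The paper gives the age as 7 weeks and the labels as 49 days, which is the same age. Each sample was placed in its line by its label, and the numbers 1 to 5 within a line are those of the labels.

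The signal values were made by the authors with MAS5, per the deposited sample descriptions, and are on a linear scale without detection calls. The authors had scaled each array so that its trimmed mean (2% from each end) is 499.9 to 500, which was checked on the values. The total signal per array was 27256816 to 29311306. The number of arrays limits the precision, and an array signal includes background, so low values are not evidence that a transcript is present.

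Of 38535 probe sets, 96 controls were left out and 38439 were tested. Gene symbols were taken from the array's annotation table, with 27168 probe sets carrying 1 symbol, 177 several and 11094 none. For lists of genes, each gene was represented by its probe set of highest mean log2 signal.

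The lines were compared on log2 signals with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend), two-sided, with Benjamini-Hochberg adjusted p and a threshold of 0.05. SAM was computed with the statistic and fudge factor of its original description, a delta of 0.8 and 100 permutations. Single genes and correlations were compared by an exact permutation test over the 252 labellings of 5 birds against 5. Lists of genes were tested with camera (preset correlation of 0.01, and again with an estimated correlation) and fry, with adjusted p over 31 lists of at least 5 genes. The consistency of a line is the mean Pearson r between its birds over the log2 signals. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for the exact tests and tables, and the random seed was 193.

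The tests were tried on simulated data of 5 arrays against 5 with known changes. At a log2 fold of 1, 2 and 4, limma recovered 28.4%, 52.2% and 90.9% of the changed probe sets with 3 false calls among 117, and SAM recovered 35.8%, 61.2% and 92.4% with 45 false calls among 171. With nothing changed, limma called 0 and SAM 1. The simulated probe sets varied independently of each other with normal noise, and no simulated array was made to stand apart. These counts therefore need not hold for the real arrays, where another split of the arrays gave as many as 4301 SAM calls.

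The paper left bird 7-3-16 out of its screen. The labels do not name that bird, and 4 different arrays carry the signals printed for it in Tables 2 and 3, so all 10 arrays were compared and each was also left out in turn. The lists were those of lipid, carbohydrate and energy metabolism, hormone and receptor signalling, the cell cycle, immune and stress responses, and the cell types and tissues that an abdominal fat sample can hold.

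The genes named are the 10 probe sets with a symbol that had the smallest p in each direction, said not to pass where none did. To these were added every gene of Tables 2, 3, 4, 5 and 7 and of the discussion, up to 4 members of smallest p per list described, and the 20 probe sets with a symbol of highest mean signal. The values in the paper's tables had been read when this rule was written.

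Alternatives were quantile normalization, scaling to the same median, the brighter probe sets alone, 50 added to each signal, and signals under 100 set to 100. Others were different variance priors, the replicate number or scan day as a block, and other forms of SAM and of r. A t-test of equal variances at p under 0.01 was also run. The paper prints t-test p-values in Table 5, but its methods do not describe that test of the arrays or a threshold for it. Wash run as a block, scan day 3 alone, quantile normalization without fat line 4, r without the genes of the other-tissue lists and the brightest probe set for Table 4 were added after the data were seen. The paper's counts of detected probe sets and its filter on absent transcripts were not repeated, since they need detection calls. The paper prints no probe set for PBP2, so the probe sets of its gene, PLCG2, are given under other observations alone.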

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

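Of the tests here, that of exchanged labels and that of unequal tissue amounts were chosen only after the result was seen. Each result below is an array that stands apart from the other 4 of its line, with the gap to its nearest neighbour over the range above 0.71, which chance gives in about 1 of 20 groups. Of 62 list scores, 5 were past this limit, against 3.1 by chance.

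Fat line 4 lay apart from its line in mean r (gap over range 0.805), with r of 0.807 to 0.828 to every other array. Lean line 3 stood apart in 2 lists, with the lowest score of adipocyte differentiation genes (-0.233, gap over range 0.831) and the highest of cell cycle genes (0.971, gap over range 0.910). Fat line 5 had the highest score of interferon response genes (1.035, gap over range 0.806). Lean line 1 had the highest score of intestine genes (1.446, gap over range 0.751), and lean line 5 the lowest of respiratory chain genes (-0.181, gap over range 0.839). No biological explanation was tested for these single birds.

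A structure of the arrays other than the lines was seen in the splits that gave the most probe sets at an unadjusted p under 0.05. The 4 arrays of the largest wash run (fat line 1 to 3 and lean line 5) had a mean r of 0.907 with each other and 0.869 with the rest. The rest includes fat line 4, whose r with these 4 arrays was 0.814 to 0.824, which lowers the 0.869. In 746 probe sets whose names lack the chicken prefix, used in place of named virus probe sets, the median log2 signal was 0.84 higher in the 6 other arrays than in that run (4.49 in the run, 5.33 outside, SD 0.56, exact permutation p = 0.0095), although fat line 4 alone contributed the highest value. The wash run may therefore account for part of the structure; the correlations between arrays had been seen by then. With wash run as a block limma called 0 probe sets (2929 at an unadjusted p under 0.05).

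A second candidate explanation of the same structure is an exchange of the labels of fat line 4 and lean line 5. It is the same labelling as the highest split, which prompted it, so its 6081 probe sets at an unadjusted p under 0.05 (4446 for the next highest exchange, of fat line 4 and lean line 1, and 2835 for the real labels) are no test of it. With wash run as a block it gave 2619, against 2929 for the real labels and 4956 for the exchange of fat line 5 and lean line 5, the highest. Without a block, fat line 4 exchanged with any lean line array gave more than the real labels (3012 to 6081). So did fat line 5 with lean line 3 (3136) or lean line 5 (3548). The mean r of fat line 4 was 0.821 with the fat line and 0.818 with the lean line. For lean line 5 it was 0.8805 and 0.8786, so r places neither array clearly. After the exchange of fat line 4 and lean line 5, 1 of 4 wash runs holds both lines, against 3 for the real labels, so an exchange and the wash run cannot be told apart for these 2 arrays. The labels were kept as given; the paper's RT-PCR gives the labelled direction in all but 1 of its genes, which does not decide it, since these genes were chosen by the labels.

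The lists of skeletal muscle, smooth muscle, liver and intestine genes were called lower in the fat line by camera, but not with an estimated correlation (adjusted p = 0.594) or by fry (adjusted p = 0.485). Of their 8 scores within the lines, 1 was past the limit, that of intestine genes in lean line 1. In 3 of the 4 lists the 2 highest lean line arrays stood together, which keeps the gap of a single array low, so tissue of another type in single samples cannot be told apart from a difference between the lines. In all 4 of 4 lists the genes varied together within the lines, with mean correlations of 0.458, 0.492, 0.252 and 0.156 against 0.075, 0.124, 0.098 and 0.129 at the 95th percentile of random lists. Unequal amounts of other tissue are thus a candidate explanation, but 18 of all 31 lists also exceeded theirs, so genes regulated together within 1 tissue, or a difference between the lines in the cells of the fat tissue, stay open.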

How the results depend on the processing

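Wash run as a block, scan day 3 only, quantile normalization without fat line 4, r without the genes of the other-tissue lists and the brightest probe set of Table 4 were chosen only after the data were seen. A change of sign counts as reversed only where a value is past its threshold.

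limma called 0 probe sets under every other normalization, filter, offset, prior and block (2379 to 2929 at an unadjusted p under 0.05 where all 38439 were tested) and on scan day 3 only (2080), but 2 with quantile normalization without fat line 4, and 0 (without lean line 1, for example) to 2 (without lean line 5 or fat line 4, the latter with 4341 at an unadjusted p under 0.05) with 1 array left out. A t-test of equal variances gave 601 at p under 0.01, where chance gives 384, and SAM 2.

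SAM called 2 with quantile normalization, 1 after scaling to the same median, 5 and 29 with the 19219 and 12813 brightest probe sets, 0 with 50 added, 1 with signals under 100 set to 100, 6 with quantile normalization without fat line 4, 122 with linear signals, 0 with the fudge factor at the median and 43 with a factor of 0, and from 0 (without lean line 1) to 131 (without fat line 4) with 1 array left out. The 5 and 29 calls with the brightest probe sets were all higher in the fat line. The cause of these differences between settings was not tested.

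The difference in consistency changed sign with the 19219 (0.0006) or 12813 (0.0112) brightest probe sets, with 50 added (0.0011) and with linear signals (0.0171). With 1 array left out it ranged from -0.0167 (without fat line 3) to 0.0281 (without fat line 4), the last reversed, but its test is void, since leaving out the array of lowest r raises the value by construction.

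The share of probe sets under 10000 was 99.01% to 99.06% over the alternatives. Where all 51 probe sets of Table 5 were tested, 46 (wash run as a block, or without fat line 5) to 50 (without fat line 4) had the printed direction. With the brighter probe sets it was 42 of 43 and 33 of 33. Both values lie near their maximum, so they could hardly rise. Of 22 gene symbols assigned by hand to genes named as highly expressed, 18 were in the highest 1% by their brightest probe set and 12 by their median probe set. BMP7 and Hsp25 were counted by the symbols BMP7 and HSPB1, although the probe sets printed under those names lay at percentiles 99.8 and 99.7. The retinoic acid receptor responder was counted as RARRES1 and RARRES2. By the brightest probe set of a gene, 20 probe sets of Table 4 lay under the 50th percentile, since the alternative takes the higher signal by construction.

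A-FABP, never called, changed sign with quantile normalization (0.034) and scaling to the same median (0.068), and ranged from -0.081 (without fat line 2) to 0.008 (without fat line 3). LPL kept its log2 fold of 0.31 with the replicate number as a block. Limma's unadjusted p was then 0.0588, where the exact permutation p without a block was 0.0159. Block and test changed together, so the change of side cannot be put down to the block. Deviations of arrays with the same number correlated at -0.136 to 0.063, so the numbers do not pair the birds.

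The 6 called lists became 11 on scan day 3 only, 0 with an estimated correlation, and 6 (without lean line 1, for example) to 10 (without lean line 4) with 1 array left out. Over the 31 lists 606 of 680 values kept direction and side, 15 lost and 39 gained a call, and 20 changed direction without one. Over 214 named probe sets 4522 of 4607 did, 0 lost and 4 gained a call, and 81 changed direction without one. Signal near background limits what can be said of dim probe sets.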

Differences from the paper's values

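Where SAM and r were rerun under settings chosen only after the data were seen, this is said beside the value.

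SAM at the paper's delta called 2 probe sets here, 0 higher and 2 lower in the fat line, where the paper gives 230, with 153 higher and 77 lower. The paper tested transcripts called present and 9 birds, and here all probe sets and 10 birds were tested. Of the alternatives set before the data were examined, linear signals gave 69 lower, which does not differ from the paper's 77, but 122 in all, which does. Without fat line 4 there were 131, with 130 lower, and every other alternative also differed in all 3 counts. SAM estimated 26 of these 131 calls to be false, and 35 of the 122 with linear signals. After quantile normalization without fat line 4, a setting chosen after the data were seen, there were 6 calls, with 2 higher and 4 lower.

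The mean r within the lean line was 87.56% here and 77% in the paper, and differed under every alternative set before the data were examined. The values are not alike, since the paper left out genes it took as not expressed and gives 59% for bird 7-3-16 apart from its 87%, and here all 38439 probe sets and all 5 birds of a line were used. The mean r within the fat line was 87.06%, which does not differ from the paper's 87%, but it does differ with uncentred r, the form the paper names for its clustering (98.82%), with linear signals (96.59%), with signals under 100 set to 100 (92.59%), with 50 added (91.54%), with the 12813 brightest probe sets (91.0%), with signals centred by probe set (-8.63%) and without fat line 4 (90.37%). The array farthest from its line, fat line 4, had 82.09% here, and the paper gives 59% for bird 7-3-16. This was computed in 1 setting, with no alternative.

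Of the 51 folds of Table 5, 26 differ, each under every alternative set before the data were examined that was run for it. A fold was taken to differ when its sign was opposite, or when it was further from the printed one than its own SD and by more than 1.5 times. The other 25 are not thereby the printed folds: of all 51, 2 lie within 0.06 of the printed one, and the median size is 1.5 here and 3.2 in the paper. In the lipid group the fold (ratio of means, fat over lean, negative when lower) was 1.594 for FLT1 where the paper gives 4.2, -1.924 for NAT where the paper gives -6.7, 1.183 for ACOX3 where the paper gives 2.2, and 1.496 for GPD2 where the paper gives 7.5. In the energy group it was -1.077 for TXNL4B (the paper's -3.2) and 1.299 for B3GALNT1 (the paper's 8.3), and among tumorigenesis genes -1.087 for LOC420294 (the paper's 2.1).

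Among signal transduction genes the fold was -1.026 for HEXDCL (the paper's -5.3), 2.345 for PPP1R17 (the paper's 9.0), 1.952 for the G-protein coupled receptor 116 (the paper's 13.8), 1.047 for VEGFRKDRL (the paper's 4.0), -1.463 for the SOCS7 probe set (the paper's -10.0), 1.358 for PTGER3 (the paper's 5.7) and 1.339 for DLC1 (the paper's 7.2).

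For the remaining genes it was 1.408 for ATXN3 (the paper's 2.7), 1.012 for ADARB1 (the paper's -4.8), 1.189 for PARVA (the paper's 6.9), 1.259 for CWF19L2 (the paper's 6.6), 1.790 for DOCK4 (the paper's 6.2), 1.154 for TFIP11 (the paper's 3.9) and 1.603 for STXBP4 (the paper's 7.4). It was -1.110 for ERO1B (the paper's 4.0), 1.323 for HID1 (the paper's 4.3), 2.017 for SH3D19 (the paper's 3.9), 1.837 for ABLIM1 (the paper's 6.1) and 1.392 for MCL1 (the paper's 3.3). The paper's RT-PCR, on these birds and pools of other birds, gave the printed direction for all its genes but TNFAIP1. These include ERO1B, of opposite sign here, and FLT1, GPD2, PTGER3, ATXN3, PARVA, CWF19L2 and STXBP4. ACOX3 and SOCS7 are also among them, but did not pass the paper's t-test. The RT-PCR values were not re-analysed.

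The paper states that the fat line was the more consistent one without bird 7-3-16. Here the fat line was below the lean line with all arrays and above it without fat line 4 (90.37% against 87.56%). Leaving out the array of lowest r raises the value of its line by construction, and the lean line kept its own lowest array.

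The paper names BMP7 and Hsp25 among highly expressed genes. The brightest BMP7 probe set had a signal of 164.4 and HSPB1 2801, while the probe sets printed as BMP7 and hsp25 in Table 2 are annotated to HSP90AA1 (24629) and HSPB9 (21932). The probe set printed there as T-cell leukemia, homeobox 3 is annotated to the ribosomal protein RPL17 (29267).

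The paper takes expressed genes in the lowest 1% as having a low level and names some in Table 3. Of its 17 entries, 0 lay in the lowest 1% of all probe sets and 10 under the 50th percentile, where the paper ordered the transcripts called present. Its entries for the TGF beta receptor and the type I TGF beta receptor hold the same signals, those of ATVR1 (161.7).

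Of the 17 entries of Table 2, 10 hold signals of lean line arrays under the fat line heading, and the table as a whole has 4 orders of the columns. The signals themselves match in all 34 entries of Tables 2 and 3, to within 1.0 signal unit in Table 2 and 0.5 in Table 3.

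Probe sets that the paper prints as propionyl-CoA carboxylase, glycerol kinase and similar to CASK interacting protein 1 are annotated to HLCS, GK2 and HEXDCL.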

Other observations

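No test in this part was chosen only after the result was seen, apart from the values with wash run as a block and on scan day 3 alone.

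Other splits of the arrays into 5 and 5 were fitted, 100 of them with the real one. For the probe sets called by limma the count of splits decides nothing, since all 100 splits call at least the real 0 (highest other 4). Chance cannot be excluded for SAM calls (36 splits as many; real 2, highest other 4301) or for lists called (65 splits as many; real 6, highest other 17). At an unadjusted p under 0.05 the real split gave 2835 and the highest other 6081, in 14 splits as many, so chance cannot be excluded there either. The highest other split sets fat line 1 to 3 and lean line 5, which share a wash run, with fat line 5 against the rest, which points to a structure of the arrays other than the lines.

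Neither list of blood cells was called, with 10 of 17 erythrocyte genes lower (camera, adjusted p = 0.121) and 5 of 6 thrombocyte genes (0.562). Hemoglobin alpha (HBA1) was 11100 ± 6618 (SD, n = 5) in the fat line and 19190 ± 3822 (SD, n = 5) in the lean line. Without fat line 1 erythrocyte genes were called lower (adjusted p = 0.0142, and 0.578 with an estimated correlation).

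Of 39 genes of the extracellular matrix 30 were lower (adjusted p = 0.109), with a log2 fold of -2.58 (SE 0.73) for fibromodulin (FMOD) and 0.84 for lysyl oxidase (LOX). This list was called lower without lean line 2 (adjusted p = 0.0471), lean line 3 (0.000181) or fat line 2 (0.0015), and with wash run as a block (0.00857). With an estimated correlation the smallest adjusted p among these calls was 0.549.

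Of 10 mesothelium genes 8 were lower (adjusted p = 0.167, and 0.0356 without fat line 2, where it was 0.583 with an estimated correlation), and of 19 exocrine pancreas genes 12 (0.529). Of 26 genes of insulin and IGF signalling 16 were lower (0.489), with IRS2 at a log2 fold of 0.60 and IGFBP2 at 1.25. Of 14 genes of thyroid hormone action 11 were lower (0.357), with CRYM at a log2 fold of -1.40 (SE 0.44). Of 18 genes of cholesterol synthesis 10 were lower (0.923), and of 6 W chromosome genes, which male birds lack, 4 (0.562). No gene of these lists passed limma over all probe sets or over the list alone.

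The paper gives PBP2, whose gene is PLCG2, as higher in the fat line without printing a probe set. The probe sets with the symbol PLCG2 had log2 folds of -0.58 to 0.71 with a lowest limma adjusted p of 0.666.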
